# Role of Caveolin 1, E-Cadherin, Enolase 2 and PKCalpha on resistance to methotrexate in human HT29 colon cancer cells

**DOI:** 10.1186/1755-8794-1-35

**Published:** 2008-08-11

**Authors:** Elisabet Selga, Cristina Morales, Véronique Noé, Miguel A Peinado, Carlos J Ciudad

## Abstract

**Background:**

Methotrexate is one of the earliest cytotoxic drugs used in cancer therapy, and despite the isolation of multiple other folate antagonists, methotrexate maintains its significant role as a treatment for different types of cancer and other disorders. The usefulness of treatment with methotrexate is limited by the development of drug resistance, which may be acquired through different ways. To get insights into the mechanisms associated with drug resistance and sensitization we performed a functional analysis of genes deregulated in methotrexate resistant cells, either due to its co-amplification with the *dhfr *gene or as a result of a transcriptome screening using microarrays.

**Methods:**

Gene expression levels were compared between triplicate samples from either HT29 sensitive cells and resistant to 10^-5 ^M MTX by hybridization to the GeneChip^® ^HG U133 PLUS 2.0 from Affymetrix. After normalization, a list of 3-fold differentially expressed genes with a p-value < 0.05 including multiple testing correction (Benjamini and Hochberg false discovery rate) was generated. RT-Real-time PCR was used to validate the expression levels of selected genes and copy-number was determined by qPCR. Functional validations were performed either by siRNAs or by transfection of an expression plasmid.

**Results:**

Genes adjacent to the *dhfr locus *and included in the 5q14 amplicon were overexpressed in HT29 MTX-resistant cells. Treatment with siRNAs against those genes caused a slight reduction in cell viability in both HT29 sensitive and resistant cells. On the other hand, microarray analysis of HT29 and HT29 MTX resistant cells unveiled overexpression of caveolin 1, enolase 2 and PKCα genes in resistant cells without concomitant copy number gain. siRNAs against these three genes effectively reduced cell viability and caused a decreased MTX resistance capacity. Moreover, overexpression of E-cadherin, which was found underexpressed in MTX-resistant cells, also sensitized the cells toward the chemotherapeutic agent. Combined treatments targeting siRNA inhibition of caveolin 1 and overexpression of E-cadherin markedly reduced cell viability in both sensitive and MTX-resistant HT29 cells.

**Conclusion:**

We provide functional evidences indicating that caveolin 1 and E-cadherin, deregulated in MTX resistant cells, may play a critical role in cell survival and may constitute potential targets for coadjuvant therapy.

## Background

Colorectal cancer is the third most common form of cancer and the second leading cause of cancer-related death in the Western world. Colon cancer causes 655,000 deaths worldwide per year [1]. Therapy is usually through surgery, followed in many cases by chemotherapy, which is used to slow tumor growth, to shrink tumor size and to reduce the likelihood of metastasis development.

Chemotherapy effectiveness in cancer cells is compromised by the achievement of drug resistance. Therefore, gaining insight into the mechanisms underlying drug resistance is basic to develop more effective therapeutic approaches. Morales *et al*. [2] hypothesized that the genetic features related with the progression pathway in colorectal cancer may condition its chemoresistance capability. In fact, it has been described that the tumor's ability to survive, grow and metastasize is conditioned by its genetic and phenotypic heterogeneity [3].

Methotrexate (MTX) is an antimetabolite and antifolate drug used in treatment of cancer and autoimmune diseases. MTX competitively and reversibly inhibits dihydrofolate reductase (DHFR), an enzyme that participates in folate metabolism, and essential for DNA synthesis and cell growth [4]. MTX is used for the treatment of lymphoblastic leukemia, lymphoma, osteosarcoma, breast cancer, and head and neck cancer [5]. Treatments combining MTX and other drugs are used in colorectal cancer [6-8]. However, MTX resistance can be easily acquired through different ways, although amplification of the target gene (*dhfr*) has been shown to be the most important mechanism of resistance in cultured cells [9-11]. Indeed, amplification of 5q12-14 regions, where *dhfr *is located, has been described in MTX-resistant HT29 cells [2].

In the present study, we wanted to identify genes implicated in MTX resistance in HT29 colon cancer cells and to explore their relative contribution to this phenotype. We analyzed the differential gene expression between MTX-resistant and MTX-sensitive HT29 cells using oligonucleotide microarrays containing the full human genome. Changes in the DNA content between both cell lines were also determined. We showed a role for specific differentially expressed genes in MTX resistance. Using siRNAs against caveolin 1, enolase 2 and PKCα or plasmid overexpression for E-cadherin, a clear chemosensitization toward MTX was observed.

## Methods

### Cell Culture

Human colon adenocarcinoma cell line HT29 was routinely grown in Ham's F12 medium supplemented with 7% fetal bovine serum (FBS, both from Gibco) at 37°C in a 5% CO_2 _humidified atmosphere. Cells resistant to 10^-5 ^M MTX, which corresponds to a 1000-fold increase in resistance with respect to the sensitive cells, were previously obtained in the laboratory [12] upon incubation with stepwise concentrations of MTX (Lederle) and were rutinely grown in selective DHFR medium (-GHT medium, GIBCO) lacking glycine, hypoxanthine and thymidine, the final products of DHFR activity. This medium was supplemented with 7% dialyzed fetal bovine serum (GIBCO).

### Microarrays

Gene expression was analyzed by hybridization to the GeneChip^® ^Human Genome U133 PLUS 2.0 from Affymetrix, containing over 47,000 transcripts and variants. Total RNA for oligo arrays was prepared from triplicate samples of both HT29 sensitive and resistant cells using the RNAeasy Mini kit (Qiagen) following the recommendations of the manufacturer. Labeling, hybridization and detection were carried out following the manufacturer's specifications. The data discussed in this publication have been deposited in NCBIs Gene Expression Omnibus [13] and are accessible through GEO Series accession number GSE11440.

### Microarray data analysis

Quantification was carried out with GeneSpring GX software v 7.3.1 (Silicon Genetics), which allows multi-filter comparisons using data from different experiments to perform the normalization, generation of restriction lists and functional classifications of the differentially expressed genes. Normalization was applied in two steps: i) "per Chip normalization" by which each measurement was divided by the 50th percentile of all measurements in its array; and ii) "per Gene normalization" by which all the samples were normalized against the median of the control samples (HT29 sensitive cells). The expression of each gene was reported as the ratio of the value obtained after each condition relative to the control condition after normalization of the data. Then, data were filtered using the control strength, a control value calculated using the Cross-Gene Error Model on replicates [14] and based on average base/proportional value. Measurements with higher control strength are relatively more precise than measurements with lower control strength. Genes that did not reach this value were discarded. Additional filtering was performed to determine differentially expressed genes. A restriction t-test p-value of less than 0.05 including multiple testing correction (Benjamini and Hochberg false discovery rate) was applied. The output of this analysis was then filtered by fold expression, to specifically select those genes that had a differential expression of at least 3-fold. The 375 transcripts included in this list can be viewed in Additional file 1.

### RT-Real-Time PCR

mRNA levels of the different selected genes were determined by RT-Real-time PCR. Total RNA was extracted from cells (4 × 10^6^) using Ultraspec™ RNA reagent (Biotecx) following the recommendations of the manufacturer. Complementary DNA was synthesized in a total volume of 20 μl from RNA samples by mixing 500 ng of total RNA, 125 ng of random hexamers (Roche), in the presence of 75 mM KCl, 3 mM MgCl_2_, 10 mM dithiothreitol, 20 units of RNasin (Promega), 0.5 mM dNTPs (AppliChem), 200 units of M-MLV reverse transcriptase (Invitrogen) and 50 mM Tris-HCl buffer, pH 8.3. The reaction mixture was incubated at 37°C for 60 min and the cDNA product was used for subsequent Real-time PCR amplification using SYBR Green. A standard 20 μl reaction contained 25 ng of the cDNA mixture, 0.5 μM of the forward and reverse primers and the SYBR Green Master Mix. Primers used are listed in the Additional file 2.

### Determination of gene copy number

Genomic DNA from either HT29 sensitive or resistant cells was obtained with the Wizard™ Genomic DNA Purification Kit (Promega) following the manufacturer's recommendations. Five nanograms of DNA were used for Real-Time PCR amplification in a 20 μl reaction containing 0.5 μM of the forward and reverse primers and the SYBR Green Master Mix in an ABI Prism 7000 Sequence Detection System (Applied Biosystems). A list of the primers used is provided as Additional file 3.

### Functional validations

#### A) transfection of siRNAs against selected genes

HT29 cells (30,000) were plated in 1 ml of -GHT medium and transfection was performed eighteen hours later. For each well, 4 μl of Lipofectamine™ 2000 (Invitrogen) in 100 μl of serum free -GHT medium were mixed in Eppendorf tubes with 100 nM of siRNA in 100 μl of serum free -GHT medium. The mixture was incubated at room temperature for 20 min before addition to the cells. MTX (5 × 10^-8 ^M) was added 48 hours after siRNA treatment and MTT assays were performed [15] after 5 days from the beginning of the treatment. Treatment of HT29 resistant cells was performed following the same protocol using 2 μl of Lipofectamine™ 2000 and 10^-5 ^M MTX. When screening for mRNA levels of the different genes after siRNA treatment, 30,000 cells, either sensitive or resistant, were incubated with increasing amounts of siRNA (1–100 nM) maintaining a 3:1 ratio (μl of Lipofectamine : μg siRNA) and following the procedure previously described. Cells were harvested 48 hours after siRNA treatment for RNA extraction and RT-Real-time PCR. In the combination experiments with siRNAs, 100 nM of each siRNA were diluted in the same eppendorf containing 100 μl of serum free -GHT medium and combined with Lipofectamine™ 2000 as described above. MTX was added as in the single siRNA experiments, mRNA levels were determined and MTT was performed as previously described. In all cases, a non-related siRNA was used as negative control. The treatment was performed as described above and cell viability and mRNA levels for each gene were quantified in parallel. The siRNAs were designed using the software iRNAi. Then, BLAST resources in NCBI were used to assess the degree of specificity of the sequence recognition for these siRNAs. We only selected the siRNAs that reported the target gene as the only mRNA hit. The sequences for the sense strand of all siRNAs used are available in the supplementary material provided (see Additional file 4).

#### B) transfection of an expression plasmid encoding for E-cadherin

HT29 cells were seeded into 6-well plates at a density of 3 × 10^4 ^cells/well in 1 ml of HAM F12 selective medium. Eighteen hours later, transfections with the expression plasmid for E-cadherin (pBATEM2-CDH) were performed in the presence or in the absence of MTX. The overexpression of E-cadherin was monitored by determining its mRNA levels after 48 h upon transfection. For each well, Lipofectamine™ 2000 was diluted in 100 μl of serum free -GHT medium and was combined with different amounts of the plasmid (500 ng-5 μg) in 100 μl of serum free -GHT medium, always maintaining a 2:1 ratio (μl of Lipofectamine : μg of plasmid). After 20 min at room temperature, the mixture was added to the cells. When combining pBATEM2-CDH transfection and MTX treatment, 5 × 10^-8 ^M MTX was added 48 h after transfection. Cell viability was measured by the MTT assay after 5 days from the beginning of the treatment. Treatment of HT29 resistant cells was performed following the same steps but using 10^-5 ^M MTX.

#### C) co-transfection of siCAV1 and pBATEM2-CDH

When transfection of siCAV1 and pBATEM2-CDH was performed simultaneously, 100 nM of siRNA and 1 μg of plasmid were diluted together in Eppendorf tubes with 100 μl of serum free -GHT medium and mixed with lipofectamine™ 2000 in 100 μl of serum free -GHT medium (6 μl for the sensitive cells and 3 μl for the MTX-resistant cells). The mixture was incubated at room temperature for 20 min before addition to the cells (3 × 10^4 ^cells/well in 1 ml of HAM F12 selective medium, pre-seeded eighteen hours earlier). The mRNA levels after transfection were determined for both genes as previously described and MTT assay was used to determine cell viability.

## Results

### Identification of genes deregulated in association with MTX resistance

The expression profile of the 47,000 transcripts and variants included in the HG U133 PLUS 2.0 microarray from Affymetrix was compared between HT29 sensitive cells and resistant to 10^-5 ^M MTX. 

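HT29 is a line of human colon adenocarcinoma cells, and MTX is an antifolate drug. RNA from 3 samples of sensitive cells and from 3 samples of cells resistant to 10 μM MTX was hybridized to 6 arrays. The paper calls the samples triplicates, and no source used here says that they came from separate cultures. The p-values therefore rest only on spread between these samples, which may be technical. Resistant cells were grown in medium without glycine, hypoxanthine and thymidine and with dialyzed serum, and sensitive cells in Ham's F12 medium with whole serum, so that medium and resistance differed together. The deposited values are MAS5 signals, a linear intensity for each probe set. The median signal of the arrays was 14.2, 15.0 and 15.4 in sensitive cells and 13.3, 16.0 and 16.9 in resistant cells. Each signal was divided by the median of its array, which is the paper's first normalization step, so that a scaled signal of 1 is the array median. Scaled signals under 0.01 were set to 0.01 before log2 values were taken. Of 54613 probe sets, leaving out 62 controls, the 26833 with a mean scaled signal of at least 1 over the 6 arrays were tested with limma and Benjamini-Hochberg adjustment. In limma part of each error comes from other probe sets, so p-values and standard errors do not show a probe set's own spread alone. For gene groups, the brightest probe set that names a single gene was taken, which gave 11835 tested genes. No detection calls were used here, so a scaled signal well under 1 sets no firm level, and the log2 change of a gene that is dim in one group depends on such signals. The number of arrays limits the precision. The signal ratio of the 3' to the 5' control probe sets, a measure of RNA integrity, was 1.14 ± 0.0220 (SD, n = 3) in sensitive and 1.25 ± 0.0698 (SD, n = 3) in resistant cells for ACTB (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). For GAPDH the ratios were 1.01 ± 0.00540 and 1.02 ± 0.0338 (SD, n = 3 each; exact permutation p = 0.4). After division by the array median, the median log2 fold change of all tested genes was -0.10, and after quantile normalization it was 0.02. The medians of some gene groups are therefore also given relative to the median of all genes.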

GeneSpring GX software v7.3.1 was used to analyze the results. A list of 3-fold differentially expressed genes was generated as described in Methods (Additional file 1). 

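Genes of the interferon response were lower in the resistant cells, and IFI27 and BST2 had the deepest falls of all tested genes whose groups did not overlap. IFI27 dropped from a scaled signal of 208 ± 44.9 (SD, n = 3) to 0.153 ± 0.0326 (SD, n = 3), a log2 fold change of -10.41 (standard error 0.21, adjusted p = 1.9e-33 from limma). BST2, a membrane protein that tethers virus particles, had a log2 fold change of -9.06, and MX1, an antiviral GTPase, one of -6.54. Of 58 measured genes of the type I interferon response, 55 were lower and none was higher, with 55 lower when adjusted over the list alone. Their median log2 fold change was -2.01, or -1.92 relative to all genes (camera adjusted p = 1.6e-38; adjusted p = 0.091 with an estimated correlation). Of 19 genes of MHC class I antigen presentation, 17 were lower and 1 was higher (18 lower and 1 higher when adjusted over the list alone; camera adjusted p = 2.7e-15, and adjusted p = 0.24 with an estimated correlation). They included the immunoproteasome subunit PSMB9 at -6.59, the peptide transporter TAP1 at -3.20 and TAPBPL at -3.41. Both lists were chosen after the paper's own list had been read, so their direction is not independent evidence. The other genes among the 8 largest falls were DNAJC15 at -8.09, NETO2 at -7.11, BGN, which encodes the proteoglycan biglycan, at -7.08, and ARMCX4 at -6.66. ARMCX4 was dim in sensitive cells as well, had a standard error of 2.20 and lay between -6.88 and -1.73 under the alternatives, with an adjusted p of up to 0.22. A two-group test with unequal variances, 1 of the alternatives, ended the calls of DNAJC15 (adjusted p = 0.054), NETO2 (adjusted p = 0.10), BGN (adjusted p = 0.052), PSMB9 (adjusted p = 0.12) and MX1 (adjusted p = 0.14). With the mean of all probe sets of a gene DNAJC15 was at -4.10, and without sensitive replicate 2 BGN was at -3.26. The shift of BGN was too large for the spread of its probe set in sensitive cells (13.4 ± 1.28, SD, n = 3). The source of that shift was not tested. The order of the 8 largest falls also depends on signals under the array median, here in the resistant cells.
Outside chromosome 5q14, the 8 largest rises by the log2 values used here were in genes that were dim in the sensitive cells, so that their order, and which genes are among the 8, depend on signals with no firm level. IGFBP7, a secreted binding protein of insulin-like growth factors, went from a scaled signal of 0.500 ± 0.173 to 60.8 ± 6.38 (SD, n = 3 each), a log2 fold change of 6.97 (standard error 0.21, adjusted p = 1.5e-26 from limma). CALD1 and SCIN, which encode actin-binding proteins, rose by 5.22 and 4.48 on the log2 scale, and the tubulin gene TUBB2B by 5.47. CD37, CLC and SOX8 had log2 fold changes of 5.09, 5.02 and 4.45. ABCC2, an exporter that carries MTX among other drugs, rose by 4.63 (standard error 1.06, adjusted p = 0.00069 from limma), and lay between 3.12 and 5.61 under the alternatives. Its call was ended by 2 of 17 alternatives, two-group tests with equal and with unequal variances (adjusted p = 0.069 and 0.14), and both also ended that of TUBB2B (adjusted p = 0.099 and 0.21). The second alone ended the calls of CALD1 (adjusted p = 0.11), CD37 (adjusted p = 0.077), CLC (adjusted p = 0.14) and SOX8 (adjusted p = 0.051). TUBB2B was at 3.89 without sensitive replicate 3, and CALD1 at 2.43 and CD37 at 3.07 with the mean of all probe sets. With signals under 0.25 set to 0.25, ABCC2 was at 3.12 and SOX8 at 3.19, both under the 4.03 of COL1A1, which is not among the 8. Of 7 measured drug exporters of the ABC family, 2 were higher and 2 were lower, also when adjusted over the list alone (camera adjusted p = 0.96). ABCC5 was the other higher member at 0.52, a call that 9 of 19 alternatives ended (adjusted p of up to 0.27), and ABCG2 and ABCC4 were lower at -1.23 and -0.89.
Of 26 genes of folate and thymidylate metabolism, 4 were higher and 12 were lower (5 higher and 12 lower when adjusted over the list alone), against 8 higher and 10 lower after quantile normalization, and the list as a whole did not pass (camera adjusted p = 0.41; adjusted p = 0.83 with an estimated correlation). Among its lower members, SLC19A1, the reduced folate carrier, was at -4.15 at its brightest probe set. SLC25A32, the mitochondrial folate carrier, was at -1.01 and PPAT, an enzyme of purine synthesis, at -0.76. The higher members of the list are not named here. The test with unequal variances ended the call of SLC25A32 (adjusted p = 0.11), and 2 of 19 alternatives ended that of PPAT (adjusted p of up to 0.32), which was at -0.29 with the mean of all its probe sets. Of 30 genes of DNA replication and cell division, 21 were lower and none was higher (22 lower when adjusted over the list alone), and 18 were lower after quantile normalization. Their median was -0.37 relative to all genes, with CCNE2 at -1.43 and GINS1 at -1.35 (camera adjusted p = 2.7e-06; adjusted p = 0.41 with an estimated correlation).
At an adjusted p under 0.05 and a change of at least 3-fold, 418 probe sets were higher and 509 were lower in resistant cells, which is 230 higher and 259 lower at the level of genes. Without the fold threshold, 2554 probe sets were higher and 5237 were lower. That split depended on the scaling, with 4188 higher and 4321 lower after quantile normalization, 3128 and 4969 for the deposited signals with no further scaling, and 3885 higher and 4662 lower after scaling to the median of the probe sets past the filter on dim signals. The methods name a two-group test and do not say whether variances were taken as equal. Such a test on these arrays called 231 probe sets higher and 307 lower with equal variances, and 48 and 54 with unequal variances, at the same thresholds, and neither version is known to be the paper's. Sensitive and resistant arrays did not overlap in 42.3% of the tested probe sets, where chance gives 10%.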

The expression values for genes in this list can be viewed in their corresponding chromosomal position (Figure 1). This overlapping view evidenced a highly overexpressed region in chromosome 5 that covers *dhfr *and the surrounding *loci*. 

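In the resistant cells, 5 runs of windows of neighbouring genes lay above the upper limit that shuffled gene order gave, on chromosomes 5 and 8. The strongest was the 5q14 run from ZFYVE16 to EDIL3, where the median log2 fold change of 11 neighbouring genes reached 3.41. On the short arm of chromosome 8, 3 runs between MCPH1-DT and NAT1 had window medians of up to 1.45. Of the 31 measured genes between these ends, 23 were higher, none was lower and 8 did not pass the test, with a median log2 fold change of 1.12. A run of 4 windows from ANXA2R-OT1 to LOC100132356, also on chromosome 5, lay just above the limit at 1.00. The longest stretch of lower genes lay at the distal end of the long arm of X, from ENOX2 to MTCP1. It held 65 windows beyond the lower limit in separate runs, the longest of 51 windows from MMGT1 to MTCP1. Of its 67 measured genes, 53 were lower, none was higher and 14 did not pass the test, and their median log2 fold change was -1.28. After quantile normalization, 52 of them were lower and 1 was higher. Of 292 measured genes of the rest of X, 60 were higher and 44 were lower, with a median of 0.03 (95 higher and 37 lower after quantile normalization). This rest runs from PLCXD1 to IL9R, so it includes the measured genes beyond MTCP1. Of 37 measured genes of band Xq28, 32 were lower and none was higher, also when adjusted over the list alone (camera adjusted p = 2.2e-22; adjusted p = 0.19 with an estimated correlation). After quantile normalization, 31 of them were lower and 1 was higher. VMA21 at -2.20 and HMGB3 at -2.12 were among its members. The list was chosen because the paper's list and Figure 1 show lower genes there, so its direction is not independent evidence. A shorter run lay on chromosome 7, from ZBED10P to TMEM176B, with 3 genes lower and none higher. The windows from RPS12 to SGK1 on chromosome 6 only just passed the lower limit, at -1.04, with 2 genes lower and 1 higher.
The 11811 measured genes with a place in the RefSeq table of GRCh38.p14, which was used here for gene order only, were tested in windows of 11 genes. A window counted when its median passed -1.03 or 0.97, the limits that 1000 shuffles of gene order gave at their 95th percentile, and 43 windows were higher and 74 were lower. With windows of 7 genes the counts were 17 and 13, with windows of 21 genes 222 and 216, and without the filter on dim signals 15 and 13. The positions of the windows under these alternatives are not given here, so these counts do not show which runs stayed.

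**Figure D1:**
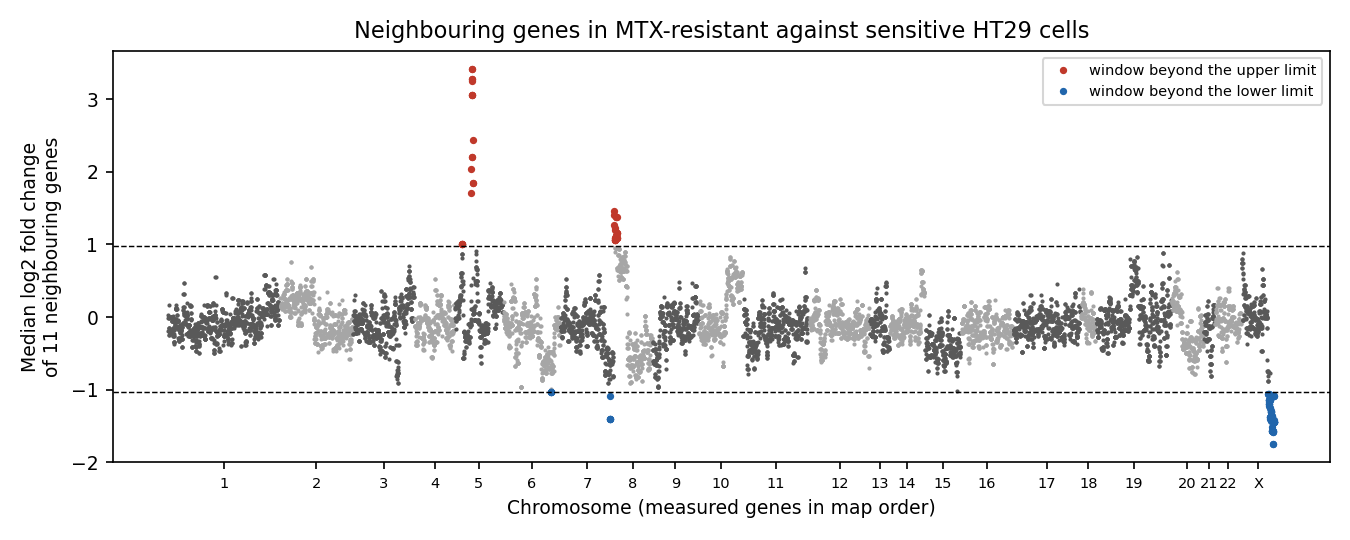
Median log2 fold change (resistant over sensitive cells) of 11 neighbouring measured genes, in map order along chromosomes 1 to 22 and X, with each dot a window and dashed lines at the limits of -1.03 and 0.97 from shuffled gene order. Red windows lie above the upper limit on chromosomes 5 and 8, and blue windows lie under the lower limit, most of them at the distal end of X.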

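Nearly every measured gene between ZFYVE16 and EDIL3 was higher in the resistant cells, and the nearest measured gene on each side was not. Of the 15 measured genes of the 5q14 list, which starts at SERINC5, 13 were higher and none was lower, also when adjusted over the list alone. Their median log2 fold change was 3.06, or 3.15 relative to all genes (camera adjusted p = 2.1e-28; adjusted p = 0.068 with an estimated correlation). The list was written after the paper's list had been read, so its direction is not independent evidence. The members that did not pass were SERINC5, at -0.06, and RPS23, which encodes a protein of the small ribosomal subunit. The brightest probe set of RPS23 was at 0.10 (standard error 0.07, adjusted p = 0.30 from limma), while another of its probe sets was at 3.69, so the probe sets of this gene disagree. The brightest one had a scaled signal of 781 ± 54.3 in sensitive and 834 ± 51.8 in resistant cells (SD, n = 3 each). A signal this high may lie near the upper limit of the arrays, so it cannot show that RPS23 was not raised. On the centromere side, MTX3 was at -0.08 and TENT2 at -0.03, and on the telomere side COX7C was at 0.05, none past the threshold. Of 13 measured genes of the proximal flank, 2 were higher and 1 was lower (1 and 1 when adjusted over the list alone), with F2R at -0.88, IQGAP2 at 0.46 and JMY at 0.44, of which 10 of 19 alternatives ended the call of JMY (adjusted p of up to 0.46), 7 that of IQGAP2 (adjusted p of up to 0.65), and 2 that of F2R (adjusted p of up to 0.19). Of 17 measured genes of the distal flank, 2 were higher and 2 were lower, also when adjusted over the list alone (camera adjusted p = 0.97 for the proximal and 0.56 for the distal flank), with MCTP1 at 1.77, GLRX at 1.31, POLR3G at -1.07 and TMEM161B at -0.54. Of 19 alternatives, 3 ended the call of POLR3G (adjusted p of up to 0.16), 2 that of TMEM161B (adjusted p of up to 0.46, values up to -0.32) and 1 that of GLRX (adjusted p = 0.087). After quantile normalization, 3 genes of the proximal flank were higher and 1 was lower, and 4 of the distal flank were higher and 2 were lower. A two-group test with unequal variances called 7 of the interval's genes higher. From the chromosomal positions of the genes of its list, the paper states that this region is overexpressed.

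**Figure D2:**
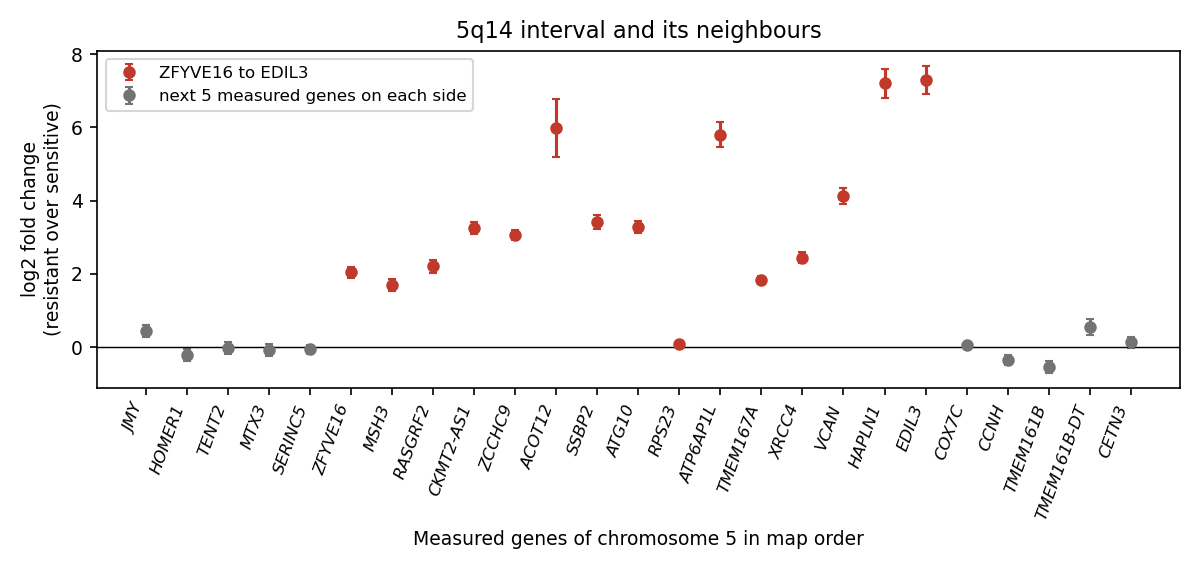
Log2 fold change (resistant over sensitive cells, 3 arrays each) of the measured genes from ZFYVE16 to EDIL3 and of their neighbours on chromosome 5, in map order, with bars for the standard error from limma. The genes from ZFYVE16 to EDIL3, in red, lie between 0.10 (RPS23) and 7.29 (EDIL3), and the next 5 measured genes on each side, in grey, between -0.54 (TMEM161B) and 0.54 (TMEM161B-DT).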

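The 13 genes of the 5q14 list that were higher rose by unequal amounts. At the probe sets used for Table 1 the largest rises were those of HAPLN1, which links proteoglycans to hyaluronan, and of EDIL3, a secreted ligand of integrins. HAPLN1 went from a scaled signal of 6.35 ± 7.65 to 516 ± 14.7 (SD, n = 3 each), a log2 fold change of 7.20 (standard error 0.51, adjusted p = 4.0e-10 from limma). EDIL3 went from 3.16 ± 3.36 to 302 ± 36.6 (SD, n = 3 each), a log2 fold change of 7.29 (standard error 0.49, adjusted p = 1.7e-10 from limma). Its 2 other tested probe sets rose less, by 3.22 and 5.34. The sensitive arrays set the size of both rises, since HAPLN1 had scaled signals of 15.1, 3.01 and 0.942 there and EDIL3 of 6.94, 2.03 and 0.500. Without sensitive replicate 1 the log2 fold changes were 8.26 for HAPLN1 and 8.22 for EDIL3, and without sensitive replicate 3 they were 6.26 and 6.32. SSBP2, which encodes a protein that binds single-stranded DNA, rose by 3.41 on the log2 scale (standard error 0.19), and its 4 other tested probe sets by 2.30 to 3.98. XRCC4, a factor of DNA end joining, rose by 2.82, RASGRF2, an exchange factor of Ras proteins, by 2.21 and the mismatch repair gene MSH3 by 1.95. ZFYVE16, matched by symbol, rose by 2.04 or 4.11-fold, against 6.1-fold on the microarray in Table 1, and its 3 other tested probe sets rose by 2.60 to 4.32, the lowest of them by 6.06-fold. The other tested probe sets of these 7 genes also rose past the threshold. With a two-group test with unequal variances, the adjusted p was 0.15 for HAPLN1, 0.14 for EDIL3, 0.075 for SSBP2 and 0.068 for RASGRF2. The interval's other genes given by name were chosen after their values were seen. ACOT12 rose by 5.98, ATP6AP1L by 5.80 (by 1.67 at its other tested probe set) and VCAN, which encodes the proteoglycan versican, by 4.12, all 3 from scaled signals near or under the array median. The other tested probe sets of VCAN rose by 3.33 to 6.34. The call of ACOT12 was ended by 2 of 19 alternatives (adjusted p of up to 0.15, values from 4.45 to 6.93) and that of VCAN by 1 (adjusted p = 0.066). ZCCHC9 and TMEM167A, which were brighter in sensitive cells, rose by 3.06 and 1.84, and the other tested probe set of TMEM167A by 2.59.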

The set of upregulated genes in this location included *dhfr*, *zfyve16*, *msh3*, *rasgrf2*, *ssbp2*, *xrcc4*, *hapln1 *and *edil3 *(Figure 2), which were selected for further studies. 

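Outside chromosome 5, S100A4, AKR1C1 and MTUS1 were higher in the resistant cells, and PSMB8, VNN1, DHRS2, SLC19A1 and the X-linked genes IRAK1, IDH3G and ATP6AP1 were lower. SLC19A1, the reduced folate carrier that takes MTX into cells, went from a scaled signal of 3.08 ± 0.986 to 0.299 ± 0.0364 (SD, n = 3 each). Its log2 fold change was -3.32 (standard error 0.53, adjusted p = 5.6e-05 from limma), and its 4 other tested probe sets lay between -4.15 and -2.31. S100A4, a calcium-binding protein, rose by 1.88 on the log2 scale (standard error 0.10, adjusted p = 2.4e-12 from limma), and MTUS1, on chromosome 8, by 1.79 (standard error 0.16). AKR1C1, an aldo-keto reductase, rose by 2.21, but the annotation gives its probe set to AKR1C2, and the members of this family are too alike for the arrays to tell apart with certainty. The immunoproteasome subunit PSMB8 was at -3.33 (standard error 0.20), the pantetheinase VNN1 at -4.59 (standard error 0.36) and the dehydrogenase DHRS2 at -3.10 (standard error 0.25). On the X chromosome, IRAK1 was at -1.95, IDH3G at -1.85 and ATP6AP1 at -1.75. Each of these 10 genes had no overlap between its sensitive and resistant arrays. With a two-group test with unequal variances the adjusted p was 0.085 for MTUS1, 0.075 for PSMB8, 0.14 for VNN1, 0.055 for DHRS2, 0.075 for SLC19A1, 0.075 for IRAK1, 0.061 for IDH3G and 0.099 for ATP6AP1.
Of 27 measured genes of oxidant and xenobiotic metabolism, 15 were higher and 2 were lower, also when adjusted over the list alone. Their median log2 fold change was 0.62 above that of all genes (camera adjusted p = 6.1e-08; adjusted p = 0.24 with an estimated correlation). CYP2B6, a drug-oxidizing enzyme, was at 2.09, and ALDH1A1, an aldehyde dehydrogenase, at -2.06.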

Additional genes that were clearly overexpressed or underexpressed and located in other human chromosomes were also selected according to their function and after literature mining of genes related to drug resistance. The expression levels of most of the selected genes were validated by RT-Real-time PCR (Table 1). The correlation between microarray and qPCR was calculated using the log-transformed values of the fold change obtained for the selected genes, obtaining an r-value of 0.95. 

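Across the 12 genes with an RT-PCR value that were analysed here, the log2 fold changes of the arrays and of the paper's RT-PCR had a Pearson r of 0.94 (permutation test, p = 0.0038, adjusted p = 0.045 over 12 values) and a Spearman rho of 0.59 (permutation p = 0.046, adjusted p = 0.18). Every gene had the same direction in both, with HAPLN1 at the upper end and CDH1 at the lower end. Without these 2 genes, the farthest from the median RT-PCR value, r was 0.28 (permutation p = 0.43, adjusted p = 0.51). That low value depended on SSBP2, whose value here was 10.6-fold against 2.4-fold on the microarray in Table 1. In a test chosen after the data were seen, without SSBP2 and these 2 genes, r was 0.69 (exact permutation p = 0.043, not adjusted) and rho 0.55 (exact permutation p = 0.13). Without SSBP2 alone r was 0.98 (permutation p = 0.00023, not adjusted). Without HAPLN1 alone r was 0.89 (permutation p = 0.019, adjusted p = 0.11). The correlation is across genes chosen for their change, which are not independent replicates.

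**Figure D3:**
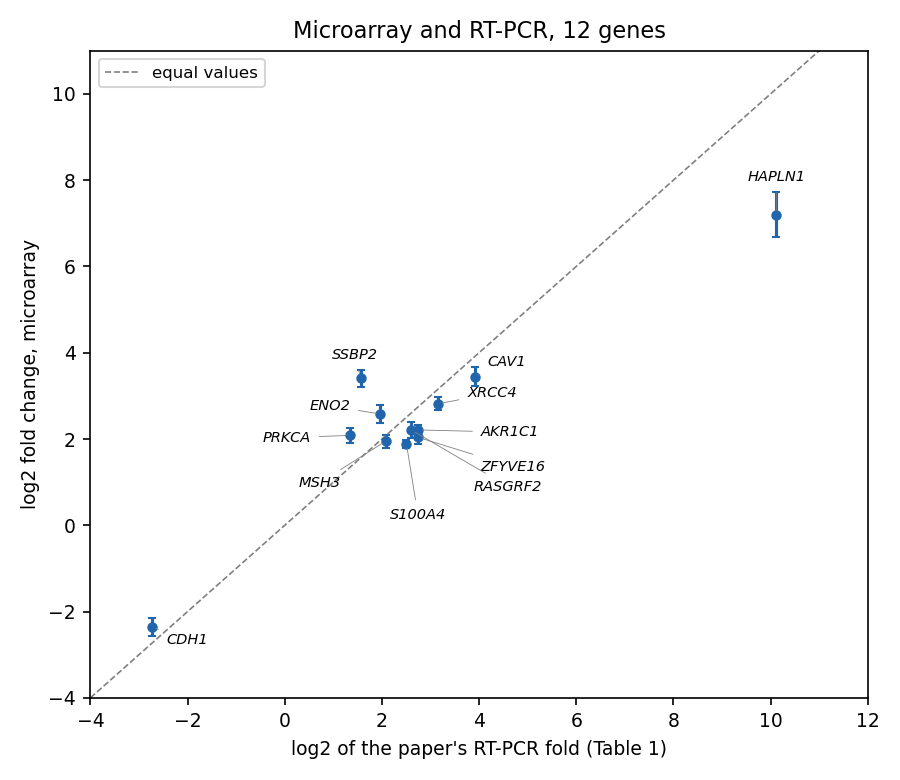
Log2 fold change on the arrays (vertical axis, bars for the standard error from limma, 3 arrays per group) against the log2 of the paper's RT-PCR fold (horizontal axis, Table 1) for 12 genes. HAPLN1 and CDH1 lie apart at the ends, the other genes lie between 1.88 and 3.44 on the array axis, and the dashed line marks equal values.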

To test if changes in the DNA content were responsible for the expression levels of the selected genes in the resistant cells, we determined the copy number for all of them using Real-Time PCR. The results, presented in table 1, showed amplification of all the genes in chromosome 5 flanking *dhfr*, as well as of *mtus1*, located in chromosome 8. *E-cadherin *was the only gene clearly lost among the selected genes.

**Table 1:** mRNA levels and copy number determination of differentially expressed genes in HT29 MTX-resistant cells.

**GenBank**	**Gene Name**	**Chromosome**	**Copy Number (Q-PCR)**	**Expression**		**Gene Function**
				**Microarrays**	**Validation (RT-PCR)**	
NM_002961	S100A4	1	0.85 ± 0.1	3.7 (p = 5.5e^-6^)	5.68 ± 0.4	Angiogenesis
BU078629	ZFYVE16	5	16.81 ± 2.1	6.1 (p = 7.7e^-6^)	6.7 ± < 0.1	Zinc ion binding
AI144299	DHFR	5	16.09 ± 1.4	7.1 (p = 1.2e^-7^)	11.05 ± 0.5	Nucleotide metabolism
NM_002439	MSH3	5	4.97 ± 0.5	3.9 (p = 5.5e^-6^)	4.23 ± 0.4	Missmatch repair
AI912976	RASGRF2	5	17.76 ± 0.4	4.6(p = 8.9e^-5^)	6.10 ± 0.5	MAPK signaling
AF912976	SSBP2	5	10.27 ± 0.7	2.4 (p = 3.4e^-3^)	2.96 ± 0.2	ss DNA binding
NM_022406	XRCC4	5	17.31 ± 1.1	7.1 (p = 4.7e^-6^)	8.90 ± 2.3	ds break repair
U43328	HAPLN1	5	11.55 ± < 0.1	147 (p = 2.9e^-10^)	1111.9 ± 80.7	Cell adhesion
AA053711	EDIL3	5	14.3 ± 0.7	157 (p = 9.1e^-8^)	N/D	Cell adhesion
U17496	PSMB8	6	0.91 ± < 0.1	0.1 (p = 0.01)	N/D	Proteasome subunit
NM_004666	VNN1	6	0.84 ± < 0.1	0.04 (p = 0.01)	N/D	Nitrogen metabolism
AU147399	CAV1	7	1.14 ± < 0.1	10.9 (p = 1.5e^-4^)	15.00 ± 0.8	Integ. plasma membr.
BE552421	MTUS1	8	3.52 ± 0.1	3.4 (p = 1.8e^-6^)	N/D	Mitoc. tumor suppressor
U05598	AKR1C1	10	0.94 ± < 0.1	4,6 (p = 3.9e^-6^)	6.72 ± 0.7	Xenobiotics metabolism
NM_001975	ENO2	12	0.92 ± < 0.1	6.0 (p = 4.6e^-6^)	3.90 ± 0.1	Glycolisis
AK000345	DHRS2	14	0.97 ± < 0.1	0.12 (p = 0.01)	N/D	Oxidoreductase
L08599	CDH1	16	0.33 ± < 0.1	0.19 (p = 0.01)	0.15 ± < 0.1	Cell adhesion
AI471375	PRKCA	17	1.05 ± < 0.1	4.2 (p = 1.7e^-5^)	2.55 ± 0.2	Regulation cell cycle
BQ003811	SLC19A1	21	0.84 ± < 0.1	0.1 (p = 0.01)	N/D	Cell adhesion
NM_001569	IRAK1	X	1.25 ± < 0.1	0.26 (p = 7.3e^-3^)	N/D	IL1 receptor Kinase
NM_004135	IDH3G	X	0.85 ± < 0.1	0.28 (p = 7.3e^-8^)	N/D	TCA cycle
NM_001183	ATP6AP1	X	0.68 ± < 0.1	0.3 (p = 0.01)	N/D	ATP biosynthesis

Twenty-two genes belonging to the 3-fold differentially expressed list were selected according to their possible relation with drug resistance and/or chromosomal localization. It is shown the GenBank accession number of all genes next to their common name, and their chromosome number. Real-Time PCR was used to determine their copy number, and the expression levels for all them are presented both as the values found in the microarrays (in fold changes relative to the control; t-test p-values included) and as validated mRNA levels (using RT-Real-Time PCR). All experimental results are expressed as fold changes referred to the sensitive cells and values are the mean of triplicate experiments ± SE. The last column indicates the functional categories of the genes. N/D, nondetermined value.

**Figure 1:**
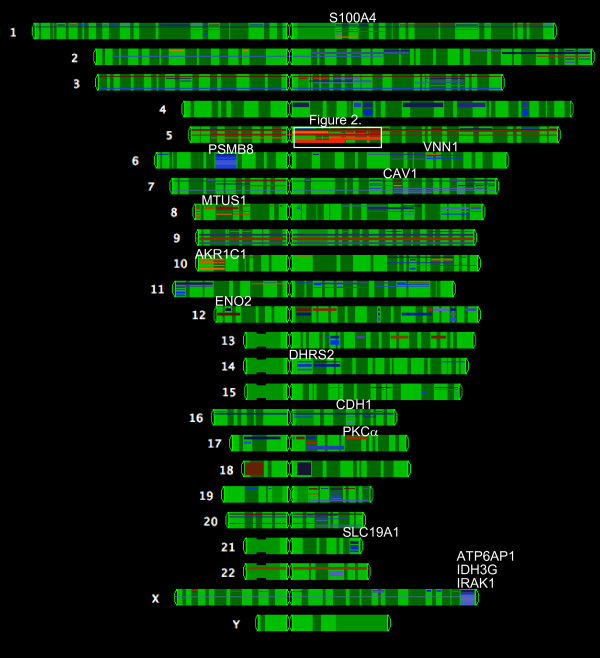
**Chromosomal view of the differentially expressed genes in HT29 MTX-resistant cells**. The expression values of genes included in the 3-fold differentially expressed list were viewed in their respective chromosomal location. The names for all the genes studied are depicted on top of their chromosome position. Red is used to color the overexpressed genes and blue is used to highlight the underexpressed genes.

**Figure 2:**
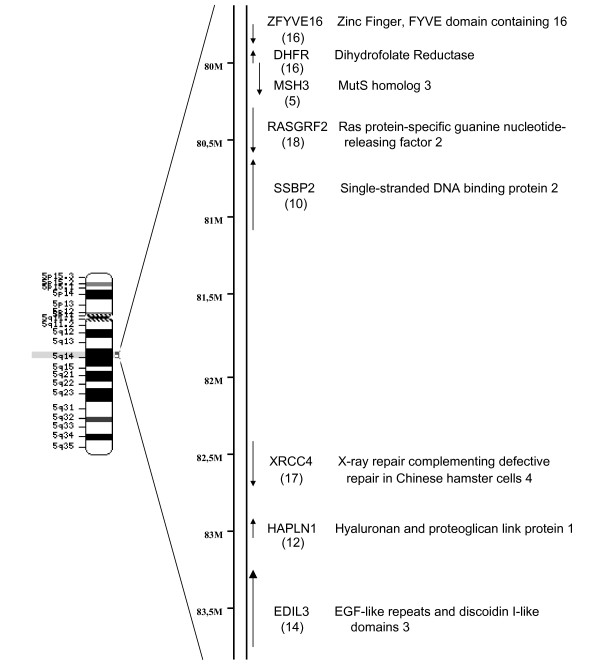
**Localization of *dhfr *and other genes in chromosome 5 that are overexpressed in HT29 MTX-resistant cells**. It is presented a magnification of the region in chromosome 5 where *dhfr *is located (5q14). The left part is an ideogram of chromosome 5; the right part shows the relative position of all genes studied that are located in this chromosome and that were amplified. The arrows indicate their transcription orientation and the values in parentheses under the names correspond to their respective copy-number validated by Real-time PCR.

### Effect on MTX sensitivity of siRNAs against genes flanking *dhfr*

To investigate if the genes that were both overexpressed and co-amplified with *dhfr *contributed to MTX resistance, their mRNA levels were brought down by means of siRNAs. Effective reduction (≈ 70%) of the respective mRNAs was obtained upon transfection of 100 nM of each single siRNA, both in sensitive and resistant cells. These treatments, though, caused a small reduction in the viability of both cell lines, and addition of MTX to the siRNAs did not sensitize the cells toward the chemotherapeutic agent (data not shown). On the contrary, a siRNA against *dhfr *mRNA (siDHFR) caused a reduction in cell viability of 30% in HT29 sensitive cells, which was increased up to 90% with the addition of MTX (Figure 3B). mRNA levels after siDHFR treatment were reduced by 70% in this cell line (Figure 3A).

**Figure 3:**
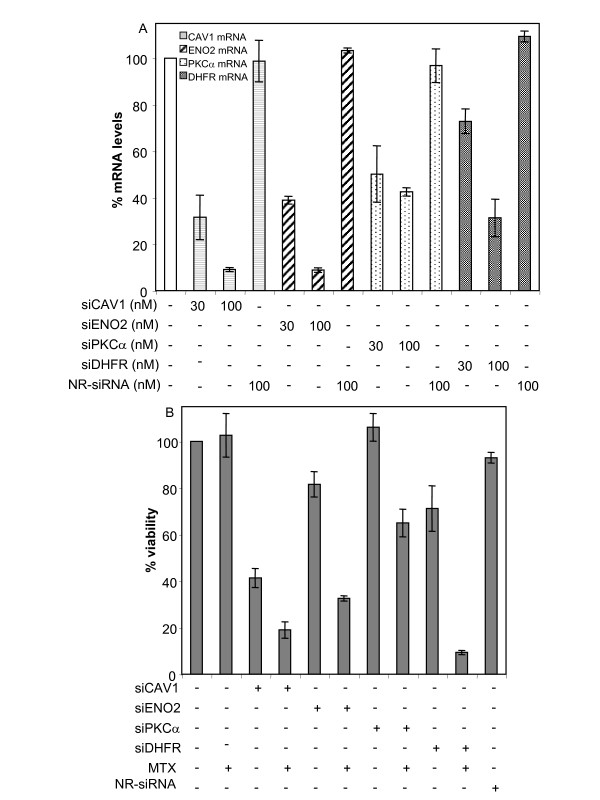
**Determination of mRNA levels and cytotoxicity upon siRNA treatment of HT29 sensitive cells**. (A) The mRNA levels of CAV1, ENO2, PKCα and DHFR were determined by RT-Real-time PCR 48 h after treatment of HT29 cells with the indicated concentrations of siCAV1, siENO2, siPKCα, siDHFR and a non-related siRNA. Symbols used for each mRNA are presented as an insert within the figure. (B) Cells were treated with 100 nM of each siRNA as previously described and 5 × 10^-8 ^M MTX was added after 48 h. Cell viability was determined after 5 days from the beginning of the treatment. All results are expressed as percentages referred to untreated cells. Values are the mean of three independent experiments ± SE. A non-related (NR) siRNA was used as negative control.

### Effect on MTX sensitivity of siRNAs against CAV1, ENO2, PKCα and DHFR

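CAV1, ENO2 and PRKCA, the gene of PKCα, were all higher in the resistant cells before any treatment. CAV1, the main structural protein of caveolae, went from a scaled signal of 4.34 ± 0.545 to 49.5 ± 17.6 (SD, n = 3 each), a log2 fold change of 3.44 (standard error 0.22, adjusted p = 6.6e-11 from limma), with another probe set at 2.46. ENO2, the neuronal form of the glycolytic enzyme enolase, went from 2.16 ± 0.510 to 12.9 ± 2.71 (SD, n = 3 each), a log2 fold change of 2.58 (standard error 0.22, adjusted p = 6.4e-09 from limma). PRKCA went from 5.28 ± 0.262 to 22.5 ± 3.22 (SD, n = 3 each), a log2 fold change of 2.08 (standard error 0.17, adjusted p = 4.3e-09 from limma). Its 2 other tested probe sets rose less, by 0.74 and 1.20. In each of the 3 genes every resistant array lay above every sensitive array. With a two-group test with unequal variances the adjusted p was 0.093 for CAV1, 0.053 for ENO2 and 0.061 for PRKCA.
The lists that follow each hold CAV1, PRKCA or ENO2, already known as higher from Table 1, so their direction is not independent evidence. Of 7 measured genes of caveolae, 5 were higher and none was lower, also when adjusted over the list alone (camera adjusted p = 0.00014; adjusted p = 0.24 with an estimated correlation). Besides CAV1 they included PACSIN3 at 2.51, EHD2 at 1.15 and CAV2 at 1.11. Of 8 measured protein kinases C and D, 2 were higher and 1 was lower (4 higher and 1 lower when adjusted over the list alone), against 6 higher and 1 lower after quantile normalization. PRKD3 was at 0.70 and PRKCD at -0.63, and 9 of 19 alternatives ended the call of PRKCD (adjusted p of up to 0.20). The list's camera adjusted p was 0.012 (adjusted p = 0.41 with an estimated correlation), and 0.11 with the mean of all probe sets of a gene. Of 22 measured genes of glycolysis, 5 were higher and 2 were lower, also when adjusted over the list alone, against 9 and 3 after quantile normalization. ALDOC was at 1.04, GPI at 0.75 and PFKM at -0.55 (camera adjusted p = 0.036; adjusted p = 0.66 with an estimated correlation), and 4 of 17 alternatives ended the list's call (adjusted p of up to 0.082). The glycolysis list did not pass fry, another test of gene lists (adjusted p = 0.19). Of 18 measured genes induced by low oxygen, 8 were higher and 1 was lower, also when adjusted over the list alone, against 13 and none after quantile normalization (camera adjusted p = 7.2e-06; adjusted p = 0.41 with an estimated correlation). NDRG1 was at 2.11, BNIP3L at 2.10 and ANKRD37 at 0.80. The call of ANKRD37 was ended by 4 of 19 alternatives (adjusted p of up to 0.45, values from 0.48), and those of NDRG1 and BNIP3L by 1 each, the test with unequal variances (adjusted p = 0.096 and 0.075).

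**Figure D4:**
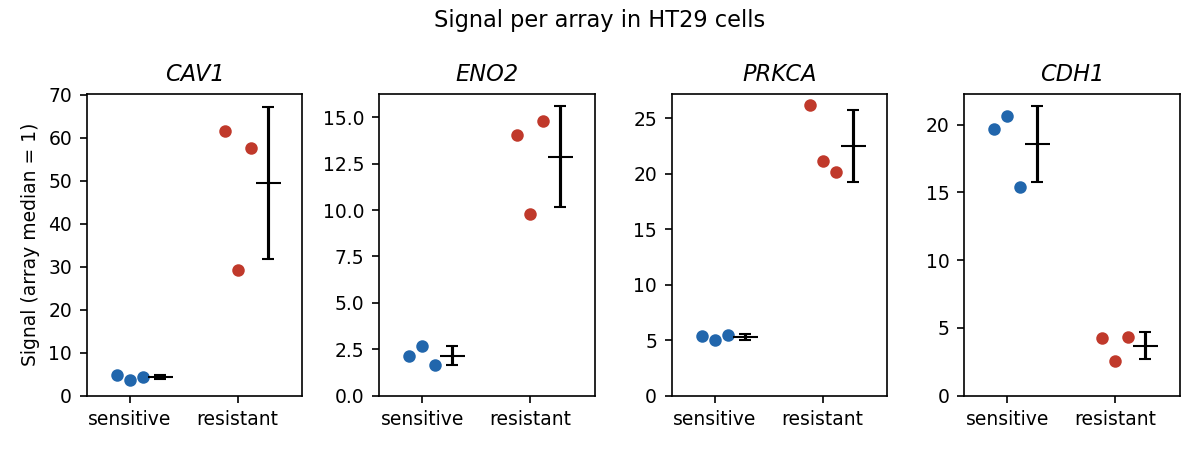
Scaled signal (array median = 1) of CAV1, ENO2, PRKCA and CDH1 on each array of sensitive (blue) and resistant (red) HT29 cells, with black bars for the mean and SD of 3 arrays. All resistant arrays lie above all sensitive arrays for CAV1, ENO2 and PRKCA, and under them for CDH1.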

As the knocking down of genes co-amplified with *dhfr *showed only a slight contribution to MTX sensitivity, we focused in three genes that were clearly overexpressed in the resistant cells and located in different chromosomes, namely caveolin 1(CAV1), enolase 2 (ENO2) and PKCα. We quantified the mRNA levels of these three genes after treatment with different concentrations of the corresponding siRNA using RT-Real-time PCR. The three siRNAs were effective in reducing the mRNA levels of their targets, both in sensitive (Figure 3A) and in MTX-resistant (Figure 4) HT29 cells. One hundred nanomolar was the most effective concentration for all of them, and was used in subsequent experiments. The mRNA levels upon treatment with the siRNA against DHFR are also presented in these series (Figure 3A &4). The mRNA levels of the four genes after treatment with their respective siRNAs in the resistant cells were reduced down almost to the expression levels found for these genes in HT29 sensitive cells (compare Y-axes between Figure 3A &4). A non-related siRNA was used as negative control, and did not produce any significant reduction on the mRNA levels of any of the four genes, either in sensitive or in resistant HT29 cells.

**Figure 4:**
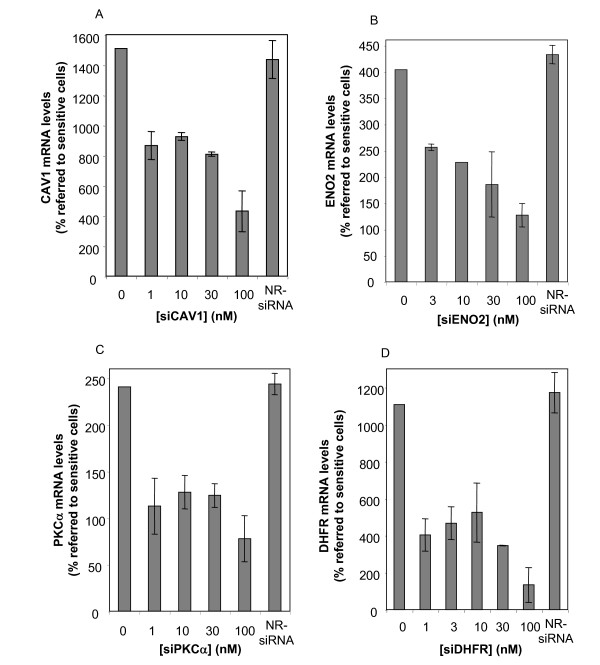
**mRNA levels of CAV1, ENO2, PKCα and DHFR upon siRNA treatment of MTX-resistant cells**. Treatments with increasing amounts of each siRNA were performed in MTX-resistant HT29 cells. Forty-eight hours later, mRNA levels for each gene were determined and expressed as percentages of the untreated control (A, CAV1; B, ENO2; C, PKCα and D, DHFR). A non-related (NR) siRNA was used as negative control. Results are depicted taking into account the relative gene expression in the resistant cells (% of the sensitive cells). Values are the mean of three independent experiments ± SE.

Viability of HT29 sensitive cells (Figure 3B) was moderately reduced upon treatment with 100 nM siENO2 or siDHFR and treatment with siCAV1 caused a marked reduction of cell viability on its own. No effect on cell viability was observed upon treatment with siPKCα. In all cases, treatment with 100 nM of each single siRNA increased the sensitivity of HT29 cells toward MTX with respect to the control: 80% when using siCAV1; 70% with siENO2; 40% with siPKCα and 90% when siDHFR was used. However, when the same treatments were performed in MTX-resistant cells (data not shown), cell viability was reduced only by 15% when using either siCAV1, siENO2 or siPKCα, and by 25% when siDHFR was used. None of these effects were improved by the combination of siRNAs with MTX. Transfection with 100 nM of a non-related siRNA did not cause any significant reduction on cell viability, either in sensitive or in resistant HT29 cells.

### Effect of the combination of siRNAs against CAV1, ENO2, PKCα and DHFR on MTX sensitivity

As we had observed a chemosensitization toward MTX in sensitive cells when using individual siRNAs, we performed experiments including the siRNAs against CAV1, ENO2 and PKCα (triple combination) or in combination with siDHFR (quadruple combination) to test if these combinations also increased the sensitivity toward MTX. Treatments combining the three siRNAs (siCAV1, siENO2 and siPKCα) at 100 nM each reduced cell viability by 30% and effectively increased MTX sensitivity by 60% with respect to the control in HT29 sensitive cells (Figure 5A). Addition of 100 nM siDHFR to the previous combination caused a reduction on cell viability of the same degree as the triple combination but increased MTX sensitivity to about 75%. In the case of MTX-resistant HT29 cells, treatments were performed with the same combinations (Figure 5B). The triple combination reduced cell viability by 15% on its own. However, MTX sensitivity was not improved. The quadruple combination did not affect cell viability on its own but caused a reduction of 20% on cell viability when combined with MTX. It was confirmed that the mRNA levels of the four genes were decreased after the siRNA combination treatments in both cell lines (Table 2). Treatments with a non-related siRNA at 400 nM were performed in order to assess the citotoxicity of triple and quadruple combinations and to verify the mRNA levels of all four genes. No effect was observed in any case in either sensitive or resistant cells.

**Figure 5:**
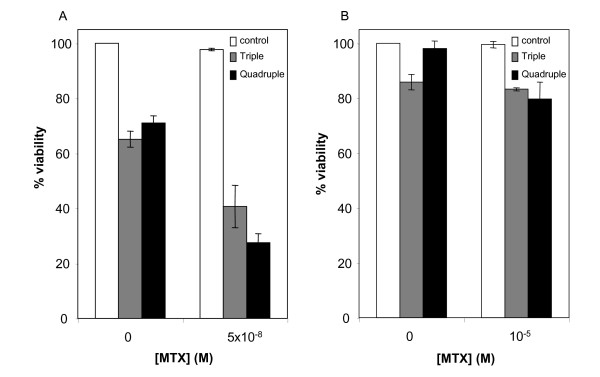
**Effects of combining siRNAs against CAV1, ENO2, PKCα and DHFR on MTX sensitivity**. Treatments with combinations of siRNAs at100 nM each were performed both in sensitive (A) and in resistant cells (B). MTX was added after 48 h and cell viability was determined by the MTT assay after 5 days from the beginning of the treatment. The triple combination includes the siRNAs against CAV1, ENO2 and PKCα; the quadruple combination includes the three previous siRNAs plus siDHFR. Results are presented as percentages referred to the untreated cells. Values are the mean of three independent experiments ± SE.

**Table 2:** mRNA levels upon treatment with combination of siRNAs against CAV1, ENO2, PKCα and DHFR.

A				
Treatment	CAV1	ENO2	PKCα	DHFR

siCAV1 + siENO2 + siPKCα	50.1 ± 4.3	50.5 ± 4.4	66.2 ± 2.6	82.9 ± 2.3
siCAV1 + siENO2 + siPKCα + siDHFR	37.7 ± 3.7	59.1 ± 0.8	47.6 ± 4.7	47.3 ± 1.2
400 nM NR-siRNA	96.8 ± 10.4	98.4 ± 0.5	96.3 ± 0.3	100.6 ± 13.4

B				

Treatment	CAV1	ENO2	PKCα	DHFR

siCAV1 + siENO2 + siPKCα	62.7 ± 0.2	44.20 ± 0.9	73.2 ± 4.9	97.7 ± 8.8
siCAV1 + siENO2 + siPKCα + siDHFR	45.4 ± 0.8	36.34 ± 4.2	40.6 ± 2.5	33.4 ± 3.8
400 nM NR-siRNA	99.1 ± 9.2	100.57 ± 15.9	103.2 ± 1.1	95.5 ± 10.2

Treatments combining the siRNAs against CAV1, ENO2 and PKCα at 100 nM each were performed both in sensitive (A) and in resistant (B) HT29 cells. The mRNA levels for all three genes were determined at 48 hours of treatment. DHFR mRNA levels were also determined. Treatments combining 100 nM of the previous three siRNAs plus a siRNA against DHFR were also performed in both cell lines and mRNA levels for the four genes quantified by RT-Real-Time PCR. A non-related (NR) siRNA was used as negative control. Results are expressed as percentages of mRNA referred to untreated cells (mean ± SE) of triplicate experiments.

### Effect of overexpressing E-cadherin on its mRNA levels, cell viability and MTX sensitivity

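CDH1, the gene of E-cadherin, was lower in the resistant cells. Its scaled signal went from 18.6 ± 2.78 to 3.69 ± 1.01 (SD, n = 3 each), a log2 fold change of -2.36 (standard error 0.21, adjusted p = 1.3e-08 from limma). The brighter of its 2 probe sets went from 170 ± 3.96 to 56.0 ± 12.3 (SD, n = 3 each), a log2 fold change of -1.63, so that a signal well above the array median remained in the resistant cells. With a two-group test with unequal variances the adjusted p of the first was 0.080. Of 27 measured genes of adherens and tight junctions, 2 were higher and 7 were lower, also when adjusted over the list alone, against 3 and 6 after quantile normalization. NECTIN3, a junction protein, was at -0.88, while the claudin CLDN2 rose by 1.29 and P-cadherin, CDH3, by 1.21. The list as a whole did not pass (camera adjusted p = 0.26), but passed as lower under 1 of 17 alternatives, that without the filter on dim signals (adjusted p = 0.031). Of 4 measured mesenchymal markers, 3 were higher and 1 was lower, also when adjusted over the list alone. Besides S100A4, VIM was at 1.26 and ACTA2 at 0.97, with scaled signals of 3.67 ± 0.300 and 3.21 ± 0.730 (SD, n = 3 each) in resistant cells, and TGFBI was at -0.76. The call of VIM was ended by 2 of 19 alternatives (adjusted p of up to 0.58). With the mean of all its probe sets VIM was at 0.52. The call of ACTA2 was ended by 6 of 19 (adjusted p of up to 0.97, values from 0.03). This list's camera adjusted p was 0.015 (adjusted p = 0.41 with an estimated correlation). It was 0.066 after quantile normalization, 5 of 17 alternatives ended the call, and without the filter on dim signals the median turned to -0.29.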

Since E-cadherin was lost and underexpressed in the resistant cells, it was transiently expressed in HT29 sensitive and resistant cells by means of an expression vector (pBATEM2-CDH). Cells were harvested after 48 hours of treatment. RT-Real-Time PCR was used to quantify E-cadherin mRNA levels in both cell lines (Figure 6A &6B). Transfection of more than 1 μg of the expression vector caused a marked reduction on cell viability in both cell lines. Therefore, 1 μg of plasmid was used in all subsequent experiments. Overexpression of E-cadherin was performed in HT29 sensitive cells in the absence or in the presence of 5 × 10^-8 ^M MTX. This treatment increased by 50% the effect of methotrexate (Figure 6C), thus providing evidence that loss of E-cadherin can confer increased resistance of HT29 cells toward MTX. The same approach was used with HT29 resistant cells, in combination or not with 10^-5 ^M MTX. Overexpression of E-cadherin reduced by 10% cell viability of the resistant cells and only a small improvement was observed when combining E-cadherin overexpression with MTX treatment (Figure 6D).

**Figure 6:**
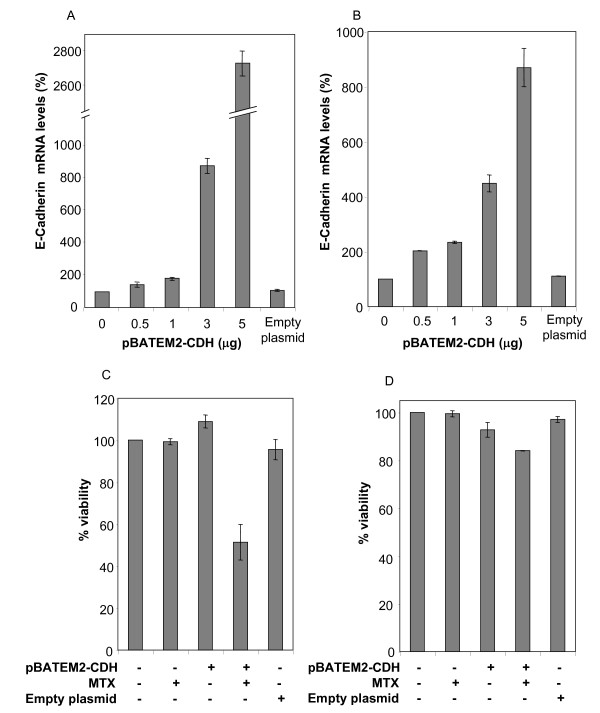
**Determination of mRNA levels and cytotoxicity upon overexpression of E-cadherin**. Cells were treated with increasing amounts of an expression plasmid encoding for E-cadherin (pBATEM2-CDH). Forty-eight hours after the treatment, mRNA levels were determined in HT29 sensitive (A) and MTX-resistant cells (B). Three independent experiments were performed and results are expressed as percentages referred to untreated cells. Values are the mean ± SE. Simultaneous experiments of cells transfected with pBATEM2-CDH were treated with MTX 48 h after transfection, and viability of both sensitive (C) and MTX-resistant cells (D) was assessed after 5 days from the beginning of the treatment by the MTT assay. The mean value ± SE of three independent experiments is depicted. An empty plasmid was used as negative control both for mRNA levels and cytotoxicity determination.

### Effect of co-transfection of siCAV1 and pBATEM2-CDH on MTX sensitivity

E-cadherin has been shown to be an important permissive element in defining the functions of CAV1 [16]. Thus, we performed co-transfection experiments to reduce the mRNA levels of CAV1 and to overexpress E-cadherin simultaneously. mRNA levels after co-transfection were determined in both cell lines (Table 3). As observed in figure 7A, altering the mRNA levels for the two genes reduced the viability of HT29 sensitive cells by almost 40%. Moreover, addition of MTX to the previous combination further reduced cell viability by 90%. Importantly, when performing these co-transfection experiments in HT29 resistant cells, cell viability was reduced by 80%, although in this instance MTX did not improve the effect (Figure 7B).

**Table 3:** mRNA levels upon treatment with siCAV1 and pBATEM2-CDH.

Treatment	Cell line	CAV1	E-cadherin
siCAV1 + pBATEM2-CDH	HT29 sensitive	21.8 ± 1.9	252.3 ± 3.5
siCAV1 + pBATEM2-CDH	HT29 resistant	25.6 ± 0.2	199.7 ± 16.9

Transfection experiments combining the siRNA against caveolin 1 (siCAV1) and the expression plasmid for E-cadherin (pBATEM2-CDH) were performed both in HT29 sensitive and MTX-resistant cells. Forty-eight hours later, mRNA levels for the two genes were determined in both cell lines by RT-Real-Time RCR. Results are expressed as percentages of mRNA referred to untreated cells (mean ± SE) of at least 3 independent experiments.

**Figure 7:**
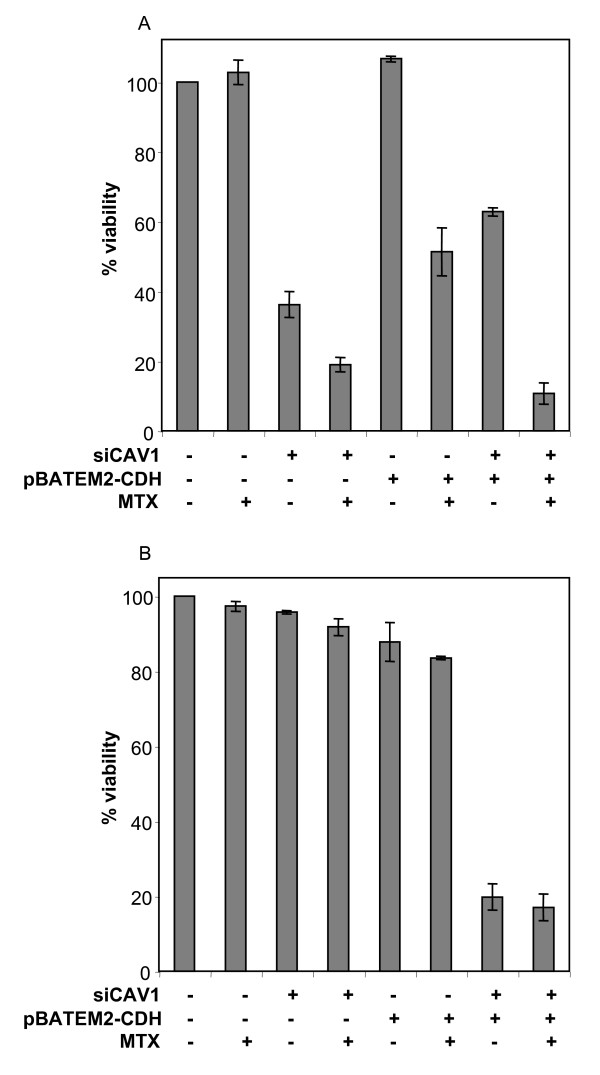
**Effect of combining the siRNA against CAV1 and the expression plasmid for E-cadherin**. One hundred nanomolar siRNA against CAV1 and 1 μg of the expression plasmid for E-cadherin were transfected in both sensitive (A) and resistant (B) HT29 cells. MTX was added 48 hours after transfection and the MTT assay was used to determine cell viability. Results are expressed as percentages referred to untreated cells. Values are the mean of three independent experiments ± SE.

## Discussion

In the present study, genes differentially expressed in HT29 colon cancer cells resistant to MTX were identified and their relative contribution to this phenotype evaluated. We observed a cluster of genes flanking the *dhfr locus *in chromosome 5 that were overexpressed in MTX-resistant HT29 cells. Two of the genes included in this cluster, MSH3 and XRCC4, are known to be involved in DNA repair [17-19]; other two, RASGRF2 and SSBP2, have been related to signaling pathways [20-22]; and EDIL3 has been suggested to prevent apoptosis and to promote cell proliferation [23,24]. Despite the confirmation of the co-amplification of all these genes with *dhfr *in the resistant cells, we did not observe a clear sensitization toward MTX when reducing their respective mRNA levels by means of iRNA technology. Our observations indicate that the increase in copy-number and the resulting upregulation of the studied genes in 5q14 may be a consequence of *dhfr *amplification more than an adaptation of the cells to MTX resistance. Indeed, many mammalian species (mouse, rat, bull, cock, dog and chimpanzee) show this set of genes in the same order around *dhfr *as in human chromosome 5 (using the MapViewer at NCBI), indicating a conserved pattern of gene organization. In keeping with this, its overexpression in the resistant cells could have been useful to improve some cellular processes that might facilitate survival. However, as shown in this work, the increase in copy number of this set of genes does not favor MTX resistance. Thus, we decided to search for other differentially expressed genes (CAV1, E-cadherin, ENO2 and PKCα) that had been previously related with resistance or with colon cancer and to evaluate their relative contribution in our cell system.

Enolase 2 (ENO2) is induced by hypoxia, an intrinsic condition of tumors. Moreover, ENO2 is a glycolysis-related gene that has been described to play an important role in tumorogenesis of colorectal cancers [25]. Indeed, ENO2 is upregulated in a variety of cancers [26-28] and alpha-enolase is significantly upregulated in a metastasic colon cancer cell line, suggesting a possible association with the metastasic process *in vitro *and *in vivo *[29]. Indeed, we observed a notable contribution of ENO2 to MTX resistance when treating the sensitive cells with siENO2.

Both the α-isozyme of PKC and caveolin 1 has been described to be associated with multidrug resistance [30,31], and thus represent good targets to be analyzed. PKCα phosphorylates different proteins, which triggers a wide variety of cellular responses including proliferation, differentiation, membrane transport, gene expression and tumor promotion [32,33]. Chemical inhibitors of PKC activity have been proposed as resistance modulators in MTX chemotherapy [34]. Furthermore, decreasing PKCα mRNA levels attenuates the MDR phenotype in tumor cells [35] and increases the sensitivity to anticancer drugs, both *in vitro *[36-38] and *in vivo *[39]. These observations are in accordance with our result showing that the decrease of PKCα mRNA levels by means of iRNA technology causes a sensitization of the cells toward MTX. Caveolin 1 (CAV1), the principal component of caveolae, has been associated with progression of colon and breast carcinomas [40,41] and with enhanced invasiveness in lung adenocarcinoma cells [42]. Although suggested as tumor suppressor gene, and downregulated in some oncogene-transformed and tumor-derived cells [31], overexpression of CAV1 has been found in prostate and esophageal cancer [43-45]. Moreover, re-expression of CAV1 at latter stages of tumor development has been described in human and mouse prostate adenocarcinomas [41], a scenario that could resemble chemotherapy resistance. Indeed, Bender *et al*. [46] found significantly higher levels of CAV1 in MTX resistant HT29 clones. We have confirmed the implication of CAV1 in MTX resistance in our HT29 cell line.

Nevertheless, as Benimetskaya and collaborators observed with PKCα [47], downregulation of a gene alone may be insufficient to completely chemosensitize the cells. Therefore, we considered a combination therapy in order to improve MTX sensitivity. As shown in figure 5, the combination of siRNAs against CAV1, ENO2 and PKCα sensitizes the cells toward MTX, and the effect is improved by the additional downregulation of DHFR. The effects of the triple or the quadruple combinations, however, are not the sum of the effects caused by each single siRNA. This probably reflects the difficulty of transfecting more than one siRNA at 100 nM each. Indeed, the mRNA levels for the four genes after the combination treatment were not as reduced as with the single treatments. In the case of all treatments performed in the resistant cells, probably the overexpression by amplification of the *dhfr locus *was powerful enough to mask the effects of the siRNAs used.

Not only the overexpression of some genes may cause the resistance phenotype. One of the most underexpressed genes that we confirmed to be clearly lost in our HT29 MTX-resistant cells is *E-cadherin*. In fact, loss of *E-cadherin*, frequently observed in epithelial tumors, has been associated with tumor progression [48,49] and is considered a crucial event that favors metastasis and invasiveness [50,51]. In addition, the mRNA levels of E-cadherin in adenocarcinoma are 2-fold lower than in normal colon cells [52]. Thus, there is a functional correlation between E-cadherin levels and malignancy. It has been described an event of loss of heterozygosity at the 16.1q chromosome band in most human prostate cancers, where *E-cadherin *is located [53], which is associated with tumor grade, advanced clinical stage and poor survival [54]. Our experiments show a decrease of 3-fold in E-cadherin levels in resistant cells and also that a mild overexpression of E-cadherin causes a higher sensitivity toward MTX. One has to be cautious, however, about the expression levels of E-cadherin since an increase of more than 3-fold in any of both cell lines caused a reduction in cell viability. This is in accordance with the experiments of Derksen *et al*. [55] that suggested that loss of *E-cadherin *could play a causal role in the acquisition of anoikis resistance, as parental mammary cells lacking E-cadherin survived while re-expression of the gene caused apoptosis [55]. Previous works show that loss of *E-cadherin *in either skin or mammary epithelium does not induce tumor formation [55]. Thus, an overall view of the events occurring in our HT29 cells resistant to methotrexate is needed.

It has been shown that activated PKCα translocates from the nucleus to the membrane [56], where it associates with caveolae [57,58], and regulates the function and formation of such biological structures. PKCα has been described to directly interact with CAV1. The union is performed between the caveolin 1 scaffolding domain peptide and PKCα caveolin 1 binding motif [59]. Further, activation of PKCα by phorbol esters dislocates the enzyme from caveolae. All these observations indicate that PKCα interacts functionally with this membrane structures. Moreover, PKCα has been proposed to be involved in the rearrangement of the cytoskeleton. Masur *et al*. showed that a high level of PKCα expression plus a low E-cadherin level predicts an elevated migratory activity of colon carcinoma cells, which could be derived more easily to metastasis [56]. Lahn *et al*. speculate that PKCα overexpression may represent an important cellular event leading to enhanced tumor progression, as they concluded that MCF-7 breast cancer cells transfected with PKCα had reduced expression of E-cadherin and β-catenin, resulting in a loss of cell-cell adhesion and thus in a more aggressive tumor phenotype [38].

Specific protein-protein interactions between CAV1 and other proteins have been proposed to regulate cell signaling [57,60]. Indeed, CAV1 is known to control cell proliferation and viability by inhibiting expression of survivin, a member of the IAP (inhibitor of apoptosis) family via a transcriptional mechanism involving the β-catenin-Tcf/Lef-1 pathway [16]. One of the possible locations of β-catenin is within a complex with E-cadherin in the adherence junctions, specialized cell-cell adhesion sites that link the cadherin molecules to the actin microfilaments [61]. E-cadherin promotes co-localization and co-imunoprecipitation of CAV1 with β-catenin, as well as inhibition of β-catenin-Tcf/Lef-1 dependent transcription of a wide variety of genes regulated by this pathway, among which survivin is found. However, the ability of CAV1 to regulate survivin expression and cell proliferation is severely impaired in metastasic cancer cells lacking E-cadherin [16]. If *E-cadherin *is lost, β-catenin is not retained in the plasma membrane and can be then translocated into the nucleus [62], thus activating Tcf/Lef-1 transcription factors-mediated expression of genes implicated in cell proliferation and tumor progression [50]. E-cadherin has been shown to be an important permissive element in defining the functions of CAV1, since several characteristics potentially relevant to CAV1 function as a tumor suppressor are compromised in E-cadherin-deficient HT29 cells [16]. A diagram showing all these relations is presented in Figure 8.

**Figure 8:**
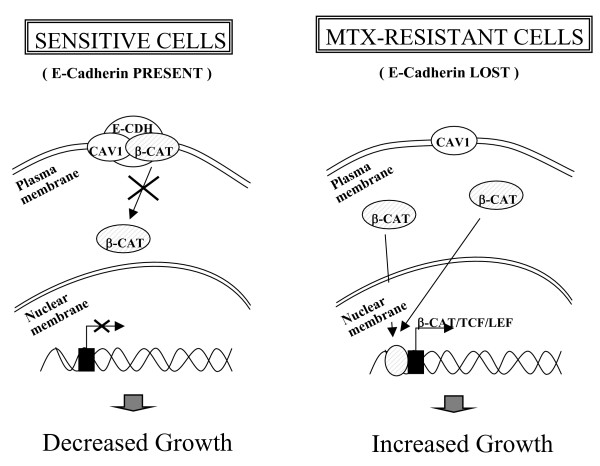
**Scheme for HT29 sensitive and MTX-resistant cells**. A diagram is presented showing the compartment localization of CAV1, E-cadherin (E-CDH) and β-catenin (β-CAT) in HT29 sensitive cells (with E-cadherin) and MTX-resistant cells (without E-cadherin, gene loss) and the effects caused by this differential situation. In the sensitive cells, β-catenin is located in the adherence junctions within a complex with E-cadherin. CAV1 co-localizes with β-catenin in these complexes, interfering in β-CAT signaling. If *E-cadherin *is lost, as in the resistant cells, β-catenin is not retained in the plasma membrane and then can be translocated into the nucleus, thus activating Tcf/Lef-1 transcription factors-mediated expression of genes implicated in cell proliferation and tumor progression.

Our results show that HT29 cells can be well sensitized toward MTX by simultaneous treatment with siCAV1 and pBATEM2-CDH. Importantly, we can revert the resistant scenario by reducing the levels of caveolin 1 and by overexpressing E-cadherin simultaneously in the resistant cells, demonstrating the roles that play both genes in MTX resistance.

## Conclusion

We demonstrate that, aside from *dhfr*, the contribution of the 5q14 co-amplified genes to MTX resistance is small in HT29 colon cancer cells. On the other hand, we have identified genes deregulated in MTX resistant cells and have demonstrated a role for caveolin 1, E-cadherin, enolase 2 and PKCα in MTX resistance. Very importantly, the concomitant knocking down of CAV1 with overexpression of E-cadherin in HT29 resistant cells markedly reduced cell viability.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

ES carried out the siRNA and plasmid transfections, the determination of mRNA levels and associated cytotoxicity after these treatments, and drafted the manuscript. CM carried out the mRNA levels validations, the copy number determinations and helped to draft the manuscript. VN helped with data interpretation and to draft the manuscript, critically revising it. MAP participated in the design of the study and in its coordination, and helped to revise the manuscript. CJC conceived the study, participated in microarray data analyses and drafted the manuscript. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

## Supplementary Material

Additional file 1 **Table of genes differentially expressed by 3 fold**. Excel file containing the list of 3-fold differentially expressed genes generated using GeneSpring software v 7.3.1. It includes the GenBank numbers of all genes, their respective common names and the associated description. 

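Of the 375 entries of Additional file 1, 360 were matched to a probe set, 325 by GenBank accession and 35 by gene symbol. Of the matched entries, 359 had the same direction here, 356 also passed an adjusted p of 0.05 from limma, and 347 also passed the 3-fold threshold. For the entries matched by accession, the log2 fold change computed here and the paper's differed by a median of 0.00083, and 306 of them, or 94.2%, lay within 0.1. At the level of genes, 169 genes that were higher and 89 genes that were lower past both thresholds here are not in the file. With a two-group test with unequal variances, 68 entries passed both thresholds.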

The chromosomal localization of the 375 entries and the fold change values relative to the control are provided. A final column informing about one of the Gene Ontology categories to which the genes belong according to GeneSpring is included. The differentially expressed transcripts corresponding to open reading frames, transcribed sequences, cDNA clones or hypothetical genes were deleted. Click here for file

Additional file 2 **Primers used to validate mRNA levels of selected genes**. PDF file with sequences for the primers used to quantify the mRNA levels of genes studied, next to their common name and the number of the chromosome where they are located. Click here for file

Additional file 3 **Primers used to determine the copy-number of selected genes**. PDF file with common names, chromosome number and the sequences of primers used to amplify their respective DNAs for all selected genes. Click here for file

Additional file 4 **Sequences for the sense strand of all siRNAs used**. PDF file where the sequences for the sense strand of all the siRNAs used are provided next to the names used to designate all them and the genes they are directed against. Click here for file

# Supplementary material for: Role of Caveolin 1, E-Cadherin, Enolase 2 and PKCalpha on resistance to methotrexate in human HT29 colon cancer cells
**Source:** BMC Med Genomics. 2008 Aug 11;1:35. doi: 10.1186/1755-8794-1-35
**Supplement:** Additional file 2 — Primers used to validate mRNA levels of selected genes. PDF file with sequences for the primers used to quantify the mRNA levels of genes studied, next to their common name and the number of the chromosome where they are located.

| Gene    | Chromosome | Primers                                                            |
|---------|------------|--------------------------------------------------------------------|
| S100A4  | 1          | 5'- ATGGCGTGCCCTCTGGAG -3'<br>5'- CCCAACCACATCAGAGGAGT -3'         |
| ZFYVE16 | 5          | 5'- AATGGTACAAATAACTCCAGAG -3'<br>5'- CTTTAGAAAGTAGAACACCTCG -3'   |
| DHFR    | 5          | 5'- ATCGGCAAGAACGGGGA -3'<br>5'- TCTGGAAAGAAAATGAGC -3'            |
| MSH3    | 5          | 5'- CTTTCCAGGCAGTTACAG -3'<br>5'- CAAATCACAGGCTTCTCT -3'           |
| RASGRF2 | 5          | 5'- AGGCAAGGATAGCAAACCTG -3'<br>5'- GAAACATGGGATAGGGTCAAG -3'      |
| XRCC4   | 5          | 5'- CAGAATCCACCTTGTCTTCTGAAC -3'<br>5'- GTCATCAGCTTCTTGGGAAATC -3' |
| SSBP2   | 5          | 5'- CAAGAGGAATGGTGCCCTTAG -3'<br>5'- GACTAGGCATGATGGGTGTTC -3'     |
| HAPLN1  | 5          | 5'- GGCTGATCATCTTTCAGACAA -3'<br>5'- CAGTGTAACATTGCCACCTCTG -3'    |
| CAV1    | 7          | 5'- GCGACCCTAAACACCTC -3'<br>5'- AATAGACACGGCTGATGC -3'            |
| AKR1C1  | 10         | 5'-GGTCACTTCATGCCTGTCCTG -3'<br>5'-GTCTTCTCTCTTCACACTGCCATC-3'     |
| EN02    | 12         | 5'- TGCCTCAGAGTTTTATCGTG -3'<br>5'- CTTGAGCAGCAGACAGTTG -3'        |
| CDH1    | 16         | 5'- AGGCCTCTACGGTTTCATAA -3'<br>5'- CTTGCCTTCTTTGTCTTTGTT -3'      |
| PRKCA   | 17         | 5'- TATGGCGTCCTGTTGTATG -3'<br>5'- ACTTTGGGCTTGAATGGT -3'          |
| 18S     | 2          | 5'- GCGAAAGCATTGCGCAAGAA -3'<br>5'- CATCACAGACCTGTTATTGC -3'       |
| PP1A    | 7          | 5'- CTCCTTTGAGCTGTTTGCAG -3'<br>5'- CACCACATGCTTGCCATCC -3'        |

# Supplementary material for: Role of Caveolin 1, E-Cadherin, Enolase 2 and PKCalpha on resistance to methotrexate in human HT29 colon cancer cells
**Source:** BMC Med Genomics. 2008 Aug 11;1:35. doi: 10.1186/1755-8794-1-35
**Supplement:** Additional file 3 — Primers used to determine the copy-number of selected genes. PDF file with common names, chromosome number and the sequences of primers used to amplify their respective DNAs for all selected genes.

| Gene    | Chromosome | Primers                                                         |
|---------|------------|-----------------------------------------------------------------|
| S100A4  | 1          | 5'- CTTCTGGGCTGCTTAT -3'<br>5'- ACTGGGCTTCTGTTTTCTATC -3'       |
| ZFYVE16 | 3          | 5'- CATGCTGCCAACTAAAGAG -3'<br>5'- GAGCTATAAAGGGGAAAACAAT -3'   |
| DHFR    | 5          | 5'- GGGGTTTTCCATAGTCA -3'<br>5'- GCCTCCAGTTTGCTTAC -3'          |
| MSH3    | 5          | 5'- ATTTTAGAAGGGGTGGTG -3'<br>5'- TTAGGGGAAATTTAGATGCT -3'      |
| RASGRF2 | 5          | 5'- ATTTTGATTGAGAGGGAATA -3'<br>5'- CAAGTTGATGTCGGAGTT -3'      |
| SSBP2   | 5          | 5'- TGCACCTCAATAGGGTAAGC -3'<br>5'- AAGACAGAGCGTAAGGTAACA -3'   |
| XRCC4   | 5          | 5'- AATCCCATGTCTCTTCTCC -3'<br>5'- TTAAATGCCAATCCTCTCC -3'      |
| HAPLN1  | 5          | 5'- GGCTGATCATCTTTCAGACAAC -3'<br>5'- CTGCACTTAACAGCCTTGAAC -3' |
| EDIL3   | 5          | 5'- CTTCCACAGTCCTTTTC -3'<br>5'- AATTTATTGCCAGCTATCTTTC -3'     |
| PSMB8   | 6          | 5'- GCACCCACCTTCTTATCC -3'<br>5'- GGCTGCCTTTGTATGTTTC -3'       |
| VNN1    | 6          | 5'- CAGCCACTCAGCTCCTCAGC -3'<br>5'- GAGTCCCTGTTGAAGTTCCAG -3'   |
| CAV1    | 7          | 5'- CCCCCAATAGTTAGTTCAG -3'<br>5'- CTTCCCATCGTTTTAGTT -3'       |
| MTUS1   | 8          | 5'- TAATGGGATGAATGACACC -3'<br>5'- CCCCTGAGAAAACACT -3'         |
| AKR1C1  | 10         | 5'-GGTCACTTCATGCCTGTCCTG -3'<br>5'-CTGTGACAAGATGGCATTGCAG -3'   |
| ENO2    | 12         | 5'- CATCCCTCCTGCTTGTA -3'<br>5'- AGTCATATTGCCATCACG -3'         |
| DHRS2   | 14         | 5'- CTGTTGCTGGCCTTGTCTGTC -3'<br>5'- GGTGTCTGAGATGCTTCCTGC -3'  |
| CHD1    | 16         | 5'- TATGGTTTGTGTTTGGTTGTG -3'<br>5'- AAATGGATCTGTGGGTTATG -3'   |
| PRKCA   | 17         | 5'- AGTTTCCTTTTCTCTACCA -3'<br>5'- ATTCAGGACTACTTACATCAG -3'    |
| SLC19A1 | 21         | 5'- TCTCAGCATTTCAGTCTTCAC -3'<br>5'- ATCACCTATGTTCTTTGTCA -3'   |
| IRAK1   | X          | 5'- CCGGAAGTTGCCATCCTCAG -3'<br>5'- GACCAGCAGCAGGGTCTACAG -3'   |
| IDH3G   | X          | 5'- GCAGGTTATGGTTGGTTTC -3'<br>5'- ACTTGTTTCATTCCGTCGTT -3'     |
| ATP6AP1 | X          | 5'- GAGGTGGACTGTTCTTCTGCTC -3'<br>5'- CTGCAAGTCGCTGGTGATGTG -3' |
| B2M     | 15         | 5'- CCAAGTCACGGTTTATTCT -3'<br>5'- TATTGCCAGGGTATTTC -3'        |

# Supplementary material for: Role of Caveolin 1, E-Cadherin, Enolase 2 and PKCalpha on resistance to methotrexate in human HT29 colon cancer cells
**Source:** BMC Med Genomics. 2008 Aug 11;1:35. doi: 10.1186/1755-8794-1-35
**Supplement:** Additional file 4 — Sequences for the sense strand of all siRNAs used. PDF file where the sequences for the sense strand of all the siRNAs used are provided next to the names used to designate all them and the genes they are directed against.

| <b>Gene</b>   | <b>siRNA name</b> | <b>siRNA sequence</b>             |
|---------------|-------------------|-----------------------------------|
| ZFYVE16       | siZFYVE16         | 5'- GGATCACGGAGGATTCCTGTT -3'     |
| DHFR          | siDHFR            | 5'- AATGAGCTCCTTGTGGAGG -3'       |
| MSH3          | siMSH3            | 5'- GCAACATCACAGTCCTTGGTT -3'     |
| SSBP2         | siSSBP2           | 5'- AACCACAGTGAGTCAGCCCTT -3'     |
| XRCC4         | siXRCC4           | 5'- CTGATCTCTCTGGGTTGGCTT -3'     |
| HAPLN1        | siHAPLN1          | 5'- GTGTGAGGTGATTGAAGG -3'        |
| EDIL3         | siEDIL3           | 5'- GTGAAGCATACCGAGGGGATACATT -3' |
| ENO2          | siENO2            | 5'- CTGCCCCTGTATCGCCACA -3'       |
| PRKC $\alpha$ | siPRKC $\alpha$   | 5'- TCCGCAGTGGAATGAGTCC -3'       |
| CAV1          | siCAV1            | 5'- CCAGAAGGGACACACAGTT -3'       |
| -             | NR-siRNA          | 5'- ATGTGGAAGCAGGAGAGAT -3'       |

How the deposited data were processed for this re-analysis (not part of the article)

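Gene expression was measured on Affymetrix HG U133 PLUS 2.0 arrays in 3 samples of sensitive HT29 cells and 3 samples of HT29 cells resistant to 10 μM methotrexate. The authors deposited MAS5 signals, a linear intensity for each probe set, scaled over each whole array. The MAS5 version is not given in the sources used here. The paper's later steps in GeneSpring GX 7.3.1, which are division by the median of the array, division by the median of the sensitive samples, a filter on control strength and a t-test with Benjamini-Hochberg adjustment, come after these values. Samples were grouped by the submitters' labels.

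The values hold 54675 probe sets, of which 62 control probe sets were left out of all tests and used only for the 3' to 5' ratios. A platform annotation gave 41091 probe sets 1 gene, 1801 several genes and the other 11721 none, and no gene was named from a probe set with several. Symbols were updated through Entrez identifiers with the RefSeq table of GRCh38.p14 (41037 probe sets matched), which also gave the order of genes. No build is named for the deposited values, so no coordinates are given. Each signal was divided by the median of its array, values under 0.01 were set to 0.01, and log2 values were fitted with lmFit and eBayes with a mean-variance trend in limma 3.58.1 (R 4.3.3). Figures were drawn with matplotlib 3.10.9. Probe sets with a mean scaled signal of at least 1 over all 6 arrays were tested, and a call needed an adjusted p under 0.05 and a change of at least 3-fold. At the level of genes the brightest probe set of each gene entered the fit. Table 1 genes were read from the probe set with the accession of Table 1 (18 genes) or from the brightest one (3 genes). 1 gene of Table 1 and some members of the lists are not reported here.

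Gene lists were tested by counting members past an adjusted p of 0.05 (no fold threshold), by camera with a preset correlation of 0.01 and with an estimated correlation, and by fry, with adjustment over the 21 lists. camera called 7 lists higher and 5 lower with the preset correlation, and none of the 21 with an estimated correlation. Among lists that camera did not call, fry called β-catenin-Tcf targets and goblet and mucin markers lower (adjusted p = 0.023 and 0.0092). It also called other cell types higher (adjusted p = 0.0036). Glycolysis, called by camera with the preset correlation, did not pass fry (adjusted p = 0.19). The lists are the 5q14 interval and both its flanks, folate and thymidylate metabolism, ABC drug exporters, type I interferon response, MHC class I antigen presentation, adherens and tight junctions, mesenchymal markers, β-catenin-Tcf targets, caveolae, protein kinase C isozymes, glycolysis, hypoxia response, oxidant and xenobiotic metabolism, DNA replication and cell division, DNA repair, enterocyte markers, goblet and mucin markers, other cell types and Xq28. Correlations across genes were tested with 100000 permutations, or all 5040 orderings for 7 genes and all 362880 for 9. Windows of 11 neighbouring genes were compared with 1000 shuffles of gene order.

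The lists, the tests, the alternatives and the rule for the genes named were set before the data were examined, with the exceptions given next. Table 1 and Additional file 1 had already been read, so the direction of lists that hold genes of either is not independent evidence. Alternatives that leave out genes of Additional file 1, or SSBP2 from the correlation with RT-PCR, were chosen later. The tests of explanations, apart from the splits of the arrays, were also chosen after the results were seen. The rule names the genes of Table 1, up to 6 others of the 5q14 interval, the 8 largest rises and 8 largest falls with no overlap between the groups, up to 4 members of each list with the largest change, and BIRC5 and CTNNB1. The 6 other 5q14 genes were picked after their values were seen, since the rule set only their number. Genes given as the nearest neighbours of the 5q14 interval, or as ends of runs of windows, follow from their position.

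The procedure was tested on simulated data, with 200 of 26833 probe sets changed by known folds. Of 50 probe sets changed 3-fold, 78.0% were recovered at an adjusted p under 0.05, against 82.0% of those changed 2-fold and 94.0% of those changed 8-fold, and 13 unchanged probe sets were called. With the 3-fold threshold as well, 3 unchanged probe sets were called. In the data 2554 probe sets were higher and 5237 were lower at that adjusted p. These are far more than were simulated, so the simulated rates may not hold for the data. Alternatives covered the scaling of arrays, the treatment of low signals, the filter on dim probe sets, the test, the mean used for folds, a replicate block, each array left out in turn, the probe set taken for a gene, the fold threshold and the window size. No scanner files, dates or batches were used here, so batches were not tested.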

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

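Several genes that the paper does not discuss and that are not in Additional file 1 had signals in resistant cells well above those in sensitive cells. Outside 5q14 these were IGFBP7, with a log2 fold change of 6.97, TUBB2B (5.47), CALD1 (5.22), CD37 (5.09), CLC (5.02), ABCC2 (4.63), SCIN (4.48) and SOX8 (4.45). Within the 5q14 interval they were ACOT12 (5.98), ATP6AP1L (5.80, and 1.67 at its other tested probe set) and VCAN (4.12). In each of these genes all 3 resistant arrays lay above all 3 sensitive arrays, and all were dim in sensitive cells. The other tested probe sets of VCAN were at 3.33 to 6.34. Among all the genes named here, the test with unequal variances ended the calls of all but IGFBP7, SCIN and ATP6AP1L. That with equal variances ended those of TUBB2B, ABCC2 and ACOT12.

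The paper names MTUS1 on chromosome 8, but not the stretch of 8p around it. The 31 measured genes there, from MCPH1-DT to NAT1, had a median log2 fold change of 1.12, and 4 of them are in Additional file 1. For MTUS1 the paper's copy number was 1.02 times the fold change on the arrays, which was 3.45. The paper gives no copy number for the other genes of this stretch. Groups of 3 arrays were too small to test whether a single array stands apart, and results with each array left out are given below.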

How the results depend on the processing

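Most results kept their direction and their side of the threshold under the alternatives set before the data were examined. The 21 genes of Table 1 kept their direction under each alternative, and 16 of them lost their call with the two-group test with unequal variances alone, whose adjusted p at an unchanged log2 fold change was 0.068 for RASGRF2 (2.21), 0.075 for SSBP2 (3.41), 0.15 for HAPLN1 (7.20), 0.14 for EDIL3 (7.29), 0.075 for PSMB8 (-3.33), 0.14 for VNN1 (-4.59), 0.093 for CAV1 (3.44), 0.085 for MTUS1 (1.79), 0.053 for ENO2 (2.58), 0.055 for DHRS2 (-3.10), 0.080 for CDH1 (-2.36), 0.061 for PRKCA (2.08), 0.075 for SLC19A1 (-3.32), 0.075 for IRAK1 (-1.95), 0.061 for IDH3G (-1.85) and 0.099 for ATP6AP1 (-1.75). That test estimates each spread from 3 arrays alone, and the paper does not state it. The methods' t-test is named there without its treatment of variances, and Table 1 gives far smaller p-values for HAPLN1, EDIL3 and CAV1. For PSMB8, VNN1, DHRS2, CDH1, SLC19A1 and ATP6AP1 its p-values are smaller too, but much nearer to those of the test with unequal variances. The legend of Table 1 does not say whether its p-values are adjusted. Under the other alternatives the adjusted p of these 21 genes was at most 0.043. Probe sets higher and lower in resistant cells numbered 48 and 54 with it (genes 44 and 50, 5q14 interval genes higher 7, Additional file 1 entries past both thresholds 68), 231 and 307 with equal variances (genes higher 140), 983 and 1334 at a threshold of 2-fold (genes 538 and 615), and 259 higher with the dim filter at 2, which tests fewer probe sets. The correlation of microarray and RT-PCR was 0.28 without the 2 genes farthest from the median, and, in alternatives chosen after seeing the data, 0.69 without these and SSBP2 and 0.98 without SSBP2 alone. Windows of 7 genes gave 17 higher and 13 lower, windows of 21 genes 222 and 216, and no dim filter 15 and 13. Without that filter the median of the mesenchymal markers turned to -0.29, with its dim members included. Without genes of Additional file 1, an alternative chosen after seeing the data, 3 of 4 interval genes were higher. Leaving out each array in turn gave 319 to 502 probe sets higher and 445 to 590 lower, 176 to 285 genes higher and 225 to 297 lower, 13 interval genes throughout, a correlation with RT-PCR of 0.92 to 0.95 and 34 to 52 windows higher and 60 to 78 lower. HAPLN1 was at 6.26 without sensitive replicate 3 and at 8.26 without sensitive replicate 1, and EDIL3 at 6.32 and 8.22. Among counts and values of single lists and named genes, 146 counts moved by more than 1.5 times and 656 did not, and of the tested values 163 lost and 15 gained a call and 1931 did neither. The cause of these changes was not tested. Among genes given by name, tests with equal and with unequal variances both ended the calls of TUBB2B, ABCC2, ACOT12, F2R, TAPBPL, CDH3, TGFBI, MMP7, PACSIN3, CAV2, ALDOC, PFKM, CEACAM1 and SPINK4, and with the mean of all probe sets also that of POLR3G. Unequal variances and that mean ended those of TMEM161B, PPAT and VIM, and most other genes that lost a call lost it with unequal variances alone. With the replicate number as a block, the probe sets higher in resistant cells were 426 and the probe sets lower in resistant cells 522. The numbers showed no clear pairing, since deviations of same-numbered arrays correlated at 0.14, 0.0072 and 0.079, and sensitive replicate 2 correlated best with resistant replicate 3 (0.028). Signals under the array median, with no detection calls used, limit the size of the changes of dim genes.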

Differences from the paper's values

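For SSBP2 the paper's Table 1 gives a microarray fold of 2.4, and the value here was 10.6, from the brightest probe set, since the accession of Table 1 was not in the annotation. Every alternative set before the data were examined that gave a value also differed, with values of 9.54 to 12.7. The other tested probe sets of SSBP2 gave 4.92 to 15.8. The paper's Additional file 1, unlike its Table 1, lists SSBP2 with values that match those of the brightest probe set, 10.6, and of another, 8.24. The paper's list holds 375 transcripts past an adjusted p of 0.05 and 3-fold, and 927 probe sets passed both thresholds here, without the paper's filter on control strength. The 2 groups are unlike, since the paper took transcripts without a characterized gene out of the file, and the counts here hold all probe sets, 72 of the 927 without a gene in the annotation. That removal was not repeated here. With the methods' t-test, run here with equal variances, which the paper does not specify, the count was 538, also of all probe sets, 28 of them without a gene, and it was the only alternative set before the data were examined that came within 1.5 times of the paper's. At the 3-fold threshold, the others gave 820 to 1154 or, with the dim filter at 2, 600, and with unequal variances 102.

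Additional file 1 lists RPS23 as higher in resistant cells. Its brightest probe set had a log2 fold change of 0.10 here, while the probe set with the listed accession was at 3.69, as in the file. The brightest one had a scaled signal of 781 in sensitive cells, which may be near the upper limit of the arrays. It therefore does not contradict the file. The legend of Figure 8 describes the resistant cells as without E-cadherin, and the paper's text also calls the gene underexpressed. Its transcript was lower here, at -2.36 and -1.63 on the log2 scale for its 2 probe sets, but the brighter one kept a scaled signal of 56.0 ± 12.3 (SD, n = 3) in resistant cells, where the array median is 1. The protein was not measured on these arrays. By the same legend, β-catenin can move to the nucleus in resistant cells and so activate Tcf target genes. Of 19 measured target genes 2 were higher here and 9 were lower, and the list did not pass camera (adjusted p = 0.054). It passed fry as lower (adjusted p = 0.023).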

Other observations

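The splits of the arrays were planned before their values were seen, and every other test of an explanation below was chosen after the result was seen. Secretory and absorptive genes of the gut moved in both directions. Of 17 measured goblet and mucin genes, 5 were higher and 8 were lower in resistant cells (5 and 10 when adjusted over the list alone, and 5 and 6 after quantile normalization; camera adjusted p = 0.29). The list passed fry as lower (adjusted p = 0.0092). SPINK4 was at -3.95, MUC13 at -2.64 and TFF3 at -1.97, while MUC1 rose by 2.73. Of 13 measured enterocyte genes, 2 were higher and 7 were lower, also when adjusted over the list alone (camera adjusted p = 0.036; adjusted p = 0.41 with an estimated correlation), with the adhesion protein CEACAM1 at -2.09 and the actin bundler PLS1 at -0.95. The enterocyte call was ended by 7 of 17 alternatives, quantile normalization among them (adjusted p = 0.065, and up to 0.30). Of 23 measured DNA repair genes, 3 were higher and 13 were lower (4 and 13 when adjusted over the list alone, and 5 and 12 after quantile normalization; camera adjusted p = 0.073, and 0.010 without the filter on dim signals), with RAD54B at -2.12 and BRCC3, on distal Xq, at -2.04, while XRCC4 and MSH3 of 5q14 rose. Of 4 measured genes of fibroblast, blood and endothelial cells, 1 was higher, also when adjusted over the list alone, which was the collagen gene COL1A1 at 4.03, and at 1.62 with the mean of all its probe sets. A two-group test with unequal variances ended its call (adjusted p = 0.051). The list did not pass camera (adjusted p = 0.054), but passed as higher under 6 of 17 alternatives (adjusted p from 0.0035 to 0.40). It also passed fry as higher (adjusted p = 0.0036).

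The fall of interferon response genes was weighed against 3 technical explanations. Relative to all genes the list's median stayed at -1.94 after quantile normalization, which argues against the array scaling. The members that fell lay on 20 chromosomes, which argues against the loss of 1 region, and the 37 members with a scaled signal of at least 10 in sensitive cells had a median of -2.03, which argues against noise in dim signals. Of the 24 members outside Additional file 1, 21 were lower and none was higher. Their median log2 fold change was -0.69, a smaller fall than the -2.01 of the whole list. That file holds only changes of at least 3-fold, so leaving out its genes makes the median fall smaller by itself. A lower activity of the interferon pathway in the resistant cells is a hypothesis, and the medium and serum, which differed with resistance, could also account for it and were not tested.

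The fall of the genes of distal Xq was weighed in the same way. Relative to all genes the region's median was -1.16 after quantile normalization, and its 37 genes with a scaled signal of at least 10 in sensitive cells had a median of -1.45, which argues against the array scaling and dim signals. For IRAK1, IDH3G and ATP6AP1 the paper's copy numbers were 2.29 to 4.85 times the expression in resistant over sensitive cells, which argues against DNA loss as the whole cause for these 3 genes. The copy number of the other genes of the region was not measured, so that DNA loss stays open for them. A regional change of transcription may account for part of the fall and was not tested.

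The 7 genes of chromosome 5 in Table 1 rose by unequal amounts. The fold change lay within 1.5 times the paper's copy number in 2 of 7, 1 of which was SSBP2 at a value that differs from Table 1. ZFYVE16 and SSBP2 were matched by symbol only. Among the 5 genes matched by accession, a choice made after the data were seen, 1 lay within 1.5 times, and the copy numbers were 0.0784 to 3.85 times the fold change on the arrays, which argues against a rise in proportion to copy number alone. Signal compression in bright probe sets stays open. The probe set brightest in sensitive cells rose least in 6 of the 13 interval genes with at least 2 tested probe sets (46.2%), where chance gives 36.4% (exact test over equal chances for each probe set of a gene, p = 0.32), and the 6 genes with a scaled signal of at least 10 in sensitive cells had a median log2 fold change of 1.94 against 3.25 for all 15 from ZFYVE16 to EDIL3. Across these 7 genes, log2 copy number and log2 fold change had r = 0.09 (exact permutation p = 0.86, adjusted p = 0.94) and rho = 0 (exact permutation p = 1.0, adjusted p = 1.0). Across the 14 genes of other chromosomes r was 0.38 (permutation p = 0.21, adjusted p = 0.35) and rho 0.44 (permutation p = 0.12, adjusted p = 0.35), and without MTUS1 and CDH1, the farthest from the median, r was 0.32 (permutation p = 0.31, adjusted p = 0.46), across genes that are not independent replicates.

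By the legend of Figure 8, β-catenin can move to the nucleus in resistant cells and so activate Tcf target genes. A raised transcription of these genes was taken as a hypothesis and tested on a list of such targets. Of 19 measured targets, 2 were higher and 9 were lower (2 and 12 when adjusted over the list alone), and 2 and 7 after quantile normalization, so that at least 5 more were lower than higher under both scalings. LGR5 was at -5.01, ASCL2 at -1.64 and MMP7 at -1.62, while DKK1, an inhibitor of the pathway, rose by 2.09. BIRC5, which encodes survivin, was at -0.41 (adjusted p = 0.025 from limma) and CTNNB1 at -0.38 (adjusted p = 0.032), and after quantile normalization they were at -0.23 (adjusted p = 0.070) and -0.20 (adjusted p = 0.10). The calls of BIRC5 and of CTNNB1 were each ended by 8 of 19 alternatives. The list did not pass camera (adjusted p = 0.054), but passed as lower under 6 of 17 alternatives (adjusted p from 0.026 to 0.16). It also passed fry as lower (adjusted p = 0.023). Transcript levels say nothing of where the β-catenin protein lies.

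The paper discarded genes of low control strength. This filter was tested as a source of the calls higher in resistant cells outside Additional file 1. The 89 genes called lower outside that file were not tested in this way. Of the 169 genes called higher but not in that file, 92.3% had a mean scaled signal in sensitive cells under 2.03, the lowest among the 61 genes called higher that are in it, which is consistent with such a filter on the signal of sensitive cells. The paper also took transcripts without a characterized gene out of that file, and the share of these genes that this accounts for was not tested.

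Other splits of the 6 arrays into 3 and 3 make 10 with the real one, too few for a share under 0.05. The real split, the 1 split with as many calls, gave 418 probe sets higher, 509 lower, 230 genes higher, 259 lower and 13 of the 5q14 interval genes higher, and the highest of the others gave 0 for each.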
